# TLR4 is a regulator of trained immunity in a murine model of Duchenne muscular dystrophy

**DOI:** 10.1038/s41467-022-28531-1

**Published:** 2022-02-15

**Authors:** Salyan Bhattarai, Qian Li, Jun Ding, Feng Liang, Ekaterina Gusev, Orsolya Lapohos, Gregory J. Fonseca, Eva Kaufmann, Maziar Divangahi, Basil J. Petrof

**Keywords:** Monocytes and macrophages, Chronic inflammation, Innate immunity, Innate immune cells

## Abstract

Dysregulation of the balance between pro-inflammatory and anti-inflammatory macrophages has a key function in the pathogenesis of Duchenne muscular dystrophy (DMD), a fatal genetic disease. We postulate that an evolutionarily ancient protective mechanism against infection, known as trained immunity, drives pathological inflammation in DMD. Here we show that bone marrow-derived macrophages from a murine model of DMD (mdx) exhibit cardinal features of trained immunity, consisting of transcriptional hyperresponsiveness associated with metabolic and epigenetic remodeling. The hyperresponsive phenotype is transmissible by bone marrow transplantation to previously healthy mice and persists for up to 11 weeks post-transplant. Mechanistically, training is induced by muscle extract in vitro. The functional and epigenetic changes in bone marrow-derived macrophages from dystrophic mice are TLR4-dependent. Adoptive transfer experiments further support the TLR4-dependence of trained macrophages homing to damaged muscles from the bone marrow. Collectively, this suggests that a TLR4-regulated, memory-like capacity of innate immunity induced at the level of the bone marrow promotes dysregulated inflammation in DMD.

## Abstract (web summary)

The immunopathology of Duchenne Muscular Dystrophy includes a disturbed balance of pro and anti-inflammatory macrophages. Here the authors implicate trained innate immunity in a murine model of the disease, and reveal TLR4 as a key regulator of this process.

## Introduction

Duchenne muscular dystrophy (DMD) is one of the most frequent X-linked lethal disorders, affecting approximately 1 in 5000 males^1^. Despite recent advances in cell- and gene-based therapies, DMD remains a devastating disease for which treatment options are extremely limited. The primary cause of the disease is loss of dystrophin^2^, a large protein which helps link the internal cytoskeleton to the extracellular matrix of muscle cells, thereby providing mechanical stability to the muscle fiber membrane^3^. Evidence from both animal models and humans indicates that maladaptive inflammatory mechanisms play an integral role in promoting the disease from its earliest stages^4,5^.

Macrophages are the most abundant leukocyte population in DMD muscles^6^, where their abnormal persistence and dysregulated production of inflammatory mediators play a key role in driving disease progression^7–9^. In previous work, we generated dystrophin-deficient mdx mice (model of DMD) lacking the chemokine receptor CCR2 and demonstrated the importance of bone marrow (monocyte)-derived macrophages (BMDM) in early pathogenesis of the disease^10^. Genetic abrogation of CCR2, which impairs the ability of inflammatory monocytes to exit the bone marrow^11^, resulted in reduced numbers of pro-inflammatory macrophages in the dystrophic muscles, accompanied by reduced fibrosis and improved force generation^10^. Intriguingly, genetic ablation of Toll-like receptor 4 (TLR4) in mdx mice led to similar beneficial effects along with a skewing of intramuscular macrophages toward a more anti-inflammatory profile^12^. However, the cellular mechanisms underlying these phenomena are incompletely understood.

It is well established that macrophages have a large capacity to respond and adapt their function to different environmental cues. This plasticity is exemplified by the fact that in vitro stimulation with either interferon-gamma (IFN-γ) or interleukin-4 (IL-4) can polarize the cells toward opposing phenotypes with pro-inflammatory (also called classically activated or M1-like) or anti-inflammatory (alternatively activated or M2-like) profiles, respectively. Moreover, it is well recognized that the above macrophage polarization model greatly oversimplifies and underestimates the true diversity of macrophage phenotypic states^13^, particularly during chronic inflammation in vivo. Macrophage phenotype is also modulated by exposure to various pathogen-associated molecular patterns (PAMPs) and endogenous molecules released after tissue injury (damage-associated molecular patterns, or DAMPs), which can serve as ligands for classical receptors of innate immunity such as members of the TLR family^14^.

Further complexity is added by the recent recognition that macrophages can undergo epigenetic imprinting to confer a form of innate immune “memory”, also known as trained immunity^15–17^. A cardinal feature of trained immunity is that it lacks antigen-specificity and promotes exaggerated cytokine responses to multiple forms of unrelated pathological stimuli^16^. This non-specific hyperresponsiveness of the innate immune system has been mechanistically linked to histone modifications^18–20^, as well as alterations in cellular metabolism^21^. Although initially described in the context of infections, there is increasing evidence that trained immunity may also play a deleterious role in different non-infectious diseases associated with chronic sterile inflammation^22–25^.

Interestingly, trained immunity can be initiated at the level of myeloid progenitors within the bone marrow^26–29^. This suggests that the process is regulated by systemic factors released from distant sites of inflammation, which can potentially either induce or inhibit trained immunity. Pattern recognition receptors such as TLRs and NOD-like receptors are involved in the regulation of trained immunity in monocytes/macrophages^18,30^. In DMD local immune cell stimulation by DAMPs within the damaged muscles is thought to be a major contributor to disease progression, but the question of whether DAMPs or other factors released from dystrophic muscles might also induce wider epigenetic and functional changes at the level of myeloid cells within the bone marrow, has not been explored.

Here, we show major remodeling of the epigenetic, metabolic and functional inflammatory profiles of monocyte-derived macrophages from the bone marrow of mdx mice. The fact that these changes are found at a distance from the pathological muscle microenvironment implies a role for systemically released mediators such as DAMPs in driving the altered phenotype of these cells. In support of the latter mechanism, we find that abnormal epigenetic and functional characteristics of BMDM from muscular dystrophy mice are TLR4-dependent. Furthermore, the altered phenotype of mdx BMDM demonstrates the hallmark features of trained immunity, including being transmissible and long-lasting after bone marrow transplantation to non-dystrophic mice. Accordingly, trained immunity may be an important mechanism underlying both the generation and maintenance of pathological inflammation in DMD.

## Results

### mdx BMDM exhibit disease stage-specific alterations in basal inflammatory and metabolic profile

The BMDM from dystrophic mdx mice and age-matched wild-type (WT) controls were studied following 7 days in culture under basal conditions. To determine the influence of disease stage on BMDM phenotype, the cells were harvested at different ages, taking advantage of the fact that skeletal muscle pathology in mdx mice can be separated into prenecrotic (2–3 weeks old), necrotic (6–8 weeks old), and fibrotic (50–60 weeks old) stages of the disease. We first surveyed a panel of classical pro-inflammatory “M1” (*iNOS*, *TNF*, *IL6*, *IL12α*) and anti-inflammatory “M2” (*TGFβ*, *CD206*, *Ym1*, *Arg1*) macrophage marker genes in BMDM at the transcriptional level (Fig. 1a–c). During the prenecrotic phase, the expression of these genes was generally equivalent to WT. In contrast, there was significant basal upregulation of multiple pro-inflammatory as well as anti-inflammatory genes in mdx BMDM during the necrotic phase, most of which remained elevated to a lesser extent at the later fibrotic stage. These data indicate that in temporal association with the onset of dystrophic skeletal muscle pathology, the precursor cells in the bone marrow which give rise to macrophages are functionally modified.

**Fig. 1:**
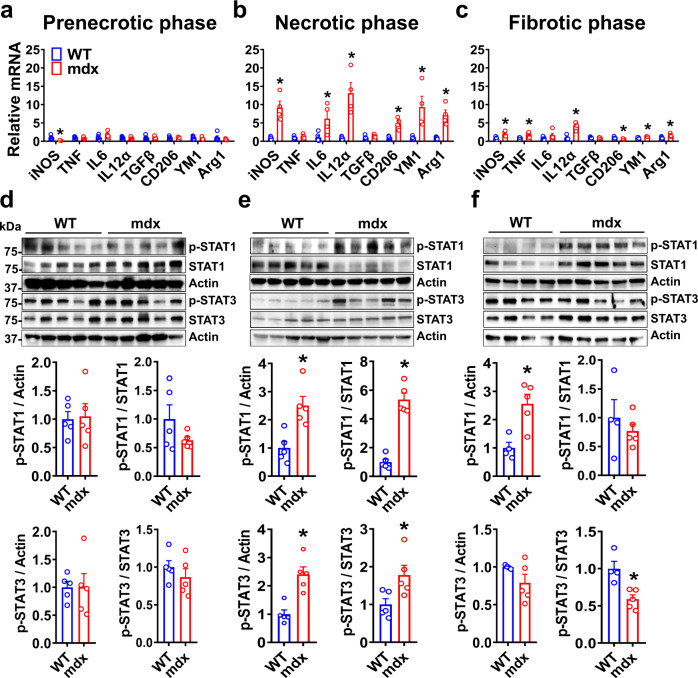
Disease stage-dependent alterations in the basal inflammatory status of mdx BMDM. **a**–**c** The basal mRNA transcript levels (expressed relative to the mean age-matched WT level) of prototypical M1 (iNOS, TNF, IL6, and IL12α) and M2 (TGFβ, CD206, YM1, and Arg1) marker genes during the: **a** prenecrotic (*n* = 4 for iNOS, TNF, IL12α, Arg1 genes in mdx; rest *n* = 5/group), **b** necrotic (*n* = 5 for WT, *n* = 4 for mdx), and **c** fibrotic phases (*n* = 4 for WT, *n* = 5 for mdx) of disease, are shown. The relative levels of phospho-STAT1, total STAT1, phospho-STAT3 and total STAT3 in cell lysates of WT and mdx BMDM from the same disease phases (**d**–**f**, respectively; all experimental replicates are shown) are also demonstrated; **d** (*n* = 5/group), **e** (*n* = 5/group), **f** (*n* = 4 for WT, *n* = 5 for mdx). Data represent means ± SEM of biologically independent samples from different mice. *P < 0.05 vs. WT (unpaired *t*-test, two-tailed). See Source Data file for the exact *P*-values.

To explore potential alterations in inflammatory signaling, we determined the levels of phosphorylated Signal Transducer and Activator of Transcription (STAT) proteins (Fig. 1d–f), which are known to be key players in canonical intracellular pathways linked to macrophage plasticity. Both p-STAT1 and p-STAT3 were unaltered in mdx BMDM during the prenecrotic phase, consistent with the M1 and M2 marker gene expression data. However, at the necrotic stage of disease there was exaggerated phosphorylation of STAT1 and STAT3 in mdx BMDM, which was mitigated but still present during the fibrotic phase. On the other hand, p-STAT6 was not detectable in mdx BMDM during either the necrotic or fibrotic stages (Supplementary Fig. 1).

To investigate whether the changes in mdx BMDM phenotype include signs of metabolic reprogramming, we first assessed mitochondrial oxygen consumption rate (OCR) in BMDM. There were no significant differences in OCR between WT and mdx BMDM during the prenecrotic phase (Fig. 2a). However, significant reductions in both basal and maximal OCR were observed in mdx BMDM during the necrotic phase in comparison to the age-matched WT group (Fig. 2b). In contrast, mdx BMDM from the fibrotic phase showed a reversal of this pattern with increased maximal OCR relative to age-matched WT values (Fig. 2c). Along the same lines, there were no significant differences in culture media lactate concentrations (index of glycolysis) between WT and mdx BMDM during the prenecrotic phase, whereas in older mice lactate was increased during the necrotic phase and decreased during the fibrotic phase in the mdx groups (Fig. 2d). Interestingly, in WT mice the induction of massive muscle necrosis by bilateral hindlimb muscle (tibialis anterior) injection of the myotoxic agent cardiotoxin in vivo did not trigger comparable alterations in either the inflammatory (Fig. 2e) or metabolic (Fig. 2f) profiles of BMDM. Repeated bouts of acute cardiotoxin-induced muscle damage were similarly unable to recapitulate the BMDM phenotype of mdx mice (Fig. 2e). These results imply that chronic ongoing muscle injury is required to induce the abnormal immunometabolic phenotype observed in mdx BMDM.

**Fig. 2:**
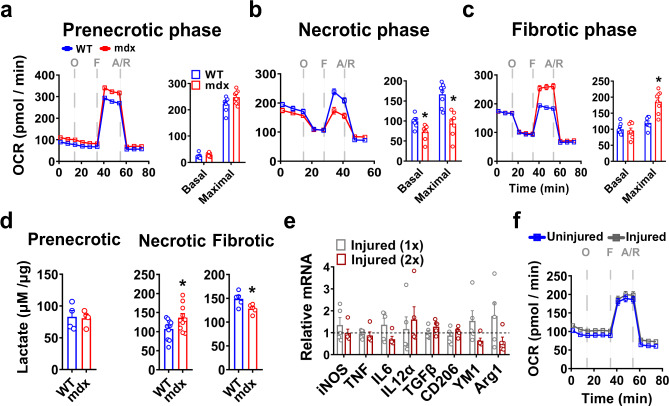
Metabolic changes in mdx BMDM at different disease stages. **a**–**c** Oxygen consumption rate (OCR) values after sequential treatment of BMDM with oligomycin (O), FCCP (F) and antimycin + rotenone (A/R) as measured by the Seahorse XF Analyzer at: **a** prenecrotic (*n* = 8/group), **b** necrotic (*n* = 8/group), and **c** fibrotic (*n* = 8/group) phases of disease. OCR values are normalized to cell count. **d** Lactate levels (normalized to µg of cell lysate protein) in supernatants from WT and mdx BMDM after incubating the cells for 48 h in phenol-red-free RPMI culture media (*n* = 4/group for prenecrotic, *n* = 10/group for necrotic, and *n* = 5/group for fibrotic). **e** mRNA transcript levels in BMDM (expressed relative to the mean uninjured level represented by the dashed line) obtained from WT mice after acute muscle injury (Injury 1x = injection of cardiotoxin into both tibialis anterior muscles with euthanasia 3 days later; Injury 2x = injection of cardiotoxin into tibialis anterior and gastrocnemius muscles on days 0 and 3, respectively, with euthanasia at day 13) (*n* = 5/group). **f** Representative OCR curve from Injury 1x group in **e** (*n* = 5/group). Data represent means ± SEM of biologically independent samples from different mice. *P < 0.05 vs. WT (unpaired *t*-test, two-tailed). See Source Data file for the exact *P*-values.

### mdx BMDM respond in an exaggerated fashion to heterologous inflammatory stimuli

We wished to determine whether mdx BMDM exhibit non-specific amplification of gene transcription responses after exposure to heterologous stimuli, which is a defining feature of trained immunity. For this purpose, we employed a variety of unrelated secondary stimuli (cytokines, PAMPs/DAMPs). Following acute exposure to the classical M1-polarizing stimulus of LPS + IFN-γ, mdx BMDM from the necrotic phase showed increased pro-inflammatory gene (*iNOS*, *TNF*, *IL6*, *IL12α*) transcript upregulation compared to WT BMDM (Fig. 3a). Greater anti-inflammatory gene expression (*TGFβ*, *CD206*, *Ym1*, *Arg1*) was similarly observed in mdx BMDM after exposure to the M2-polarizing cytokine IL-4 (Fig. 3b). Stimulation with fibrinogen, an endogenous TLR4 ligand DAMP previously implicated in DMD pathogenesis^31^, also triggered greater pro-inflammatory (Fig. 3c) as well as anti-inflammatory (Fig. 3d) gene transcript levels in the mdx BMDM group. Furthermore, we exposed BMDM to the fungal cell wall-derived PAMP β-glucan, as a non-specific secondary stimulus which is entirely unrelated to DMD pathogenesis. Once again, significant hyperresponsiveness was observed in mdx BMDM relative to the WT group for β-glucan (Fig. 3e, f). An analogous but less pronounced pattern of generalized hyperresponsiveness to these stimuli was also found in mdx BMDM from the fibrotic phase of the disease (Supplementary Fig. 2). On the other hand, BMDM from prenecrotic mdx mice (Supplementary Fig. 3a–c) as well as cardiotoxin-injured mice (Supplementary Fig. 3d, e) failed to exhibit similarly amplified responses to secondary stimuli in comparison to WT BMDM. These data show that following the onset of chronic generalized skeletal muscle necrosis in mdx mice, BMDM are profoundly altered and demonstrate significant hyperresponsiveness to multiple forms of unrelated inflammatory stimuli.

**Fig. 3:**
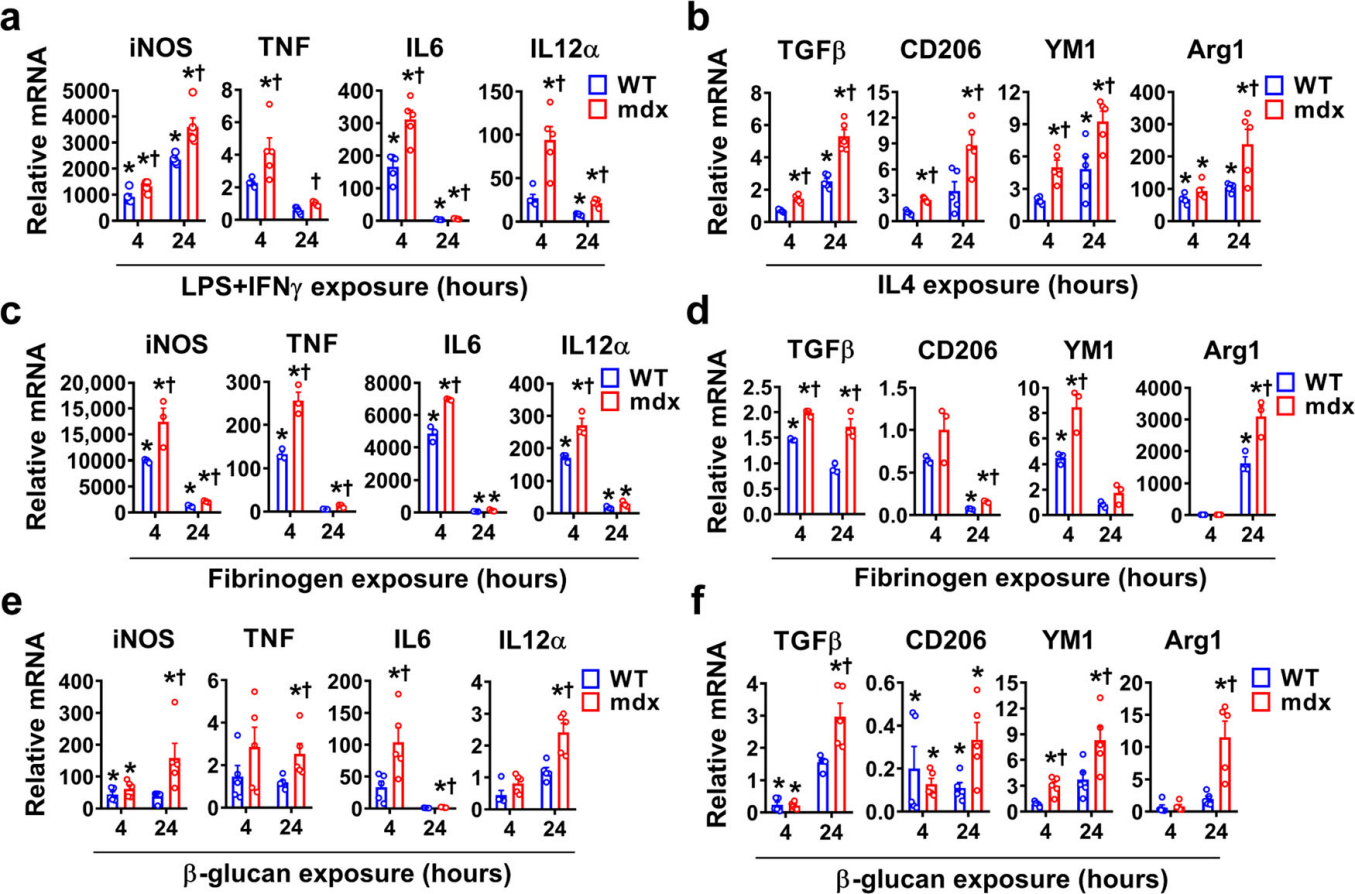
mdx BMDM exhibit non-specific amplification of M1 and M2 marker gene expression in response to heterologous stimuli. **a**–**f** BMDM from age-matched WT and mdx mice at the necrotic phase of disease were exposed to: **a** LPS + IFNγ (*n* = 5/group), **b** IL4 (*n* = 5/group), **c**, **d** fibrinogen (*n* = 3/group), or **e**, **f** β-glucan for 4 and 24 h (*n* = 5/group); mRNA transcript data for prototypical M1 and M2 marker genes are expressed relative to the mean basal WT (unstimulated) level determined on the same PCR plate. Data represent means ± SEM of biologically independent samples from different mice. *P < 0.05 vs. unstimulated WT and †*P* < 0.05 vs. stimulated WT at a given time point (one-way ANOVA followed by Tukey post-hoc test, two-tailed). See Source Data file for the exact *P*-values.

### Sustained phenotypic reprogramming of mdx BMDM

To account for the altered BMDM phenotype observed in post-necrotic mdx mice, we postulated that DAMPs released into the systemic circulation from widespread muscle damage could be at least partly responsible for these changes. To test this hypothesis, naive WT BMDM were first exposed to crushed skeletal muscle extract (ME) derived from either WT or mdx mice to act as a primary training stimulus; the ME was removed after 24 h, and the BMDM were then exposed 5 days later to fibrinogen acting as a secondary stimulus (Fig. 4a). For the majority of genes showing enhanced upregulation after the first challenge with ME, expression had largely returned to baseline levels prior to the secondary challenge with fibrinogen (Supplementary Fig. 4a, b). In comparison to the control BMDM (PBS group), the BMDM exposed to either WT-ME or mdx-ME demonstrated greater pro-inflammatory (Fig. 4b) as well as anti-inflammatory (Fig. 4c) gene upregulation in response to fibrinogen. Thus, exposing naive WT BMDM to components of damaged skeletal muscle induced a phenotype resembling the mdx BMDM. The magnitude of this effect was dependent on both the concentration (Supplementary Fig. 4c) and duration (Supplementary Fig. 4d) of exposure to ME, which could account for the fact that mdx serum induced lesser effects than the highest dose of ME (Supplementary Fig. 4e). Overall, these findings support the concept that muscle damage-related molecules could potentially act as a primary “training stimulus” for the induction of trained immunity in BMDM of mdx mice.

**Fig. 4:**
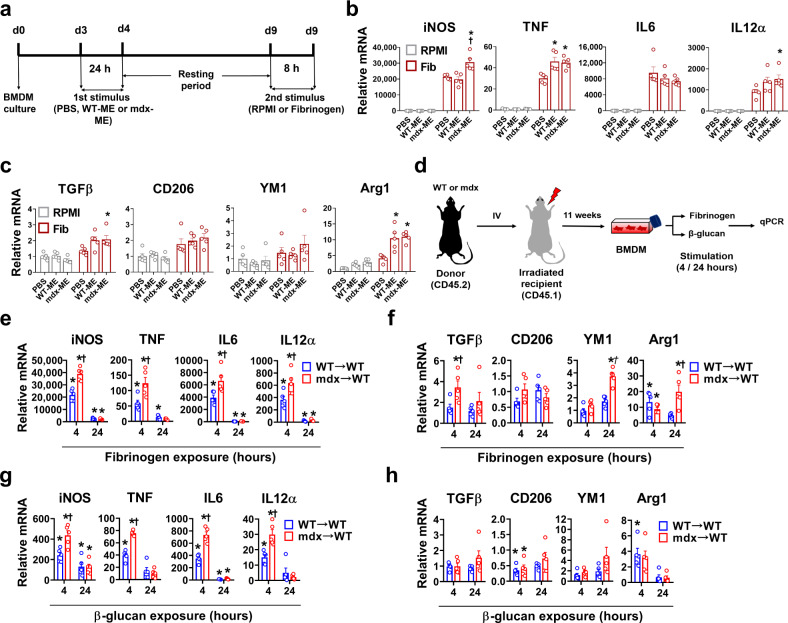
BMDM exposed to muscle damage show a trained-like phenotype both in vitro and in vivo. **a** Experimental design for WT- or mdx- muscle extract (ME) exposure to induce trained immunity in naive WT BMDM. **b**, **c** Transcript levels are shown for BMDM trained with PBS, WT-ME, or mdx-ME and then secondarily exposed to fibrinogen (Fib) or RPMI for 8 h; the mRNA levels determined by qPCR are expressed relative to the mean control (PBS-trained and RPMI-stimulated) value (*n* = 5/group). **d** Schematic representation of the BM transplant chimeric model. At 11 weeks post-transplantation BMDM were generated from recipient mice previously transplanted with whole BM from either WT (WT → WT) or mdx (mdx → WT) mice at necrotic phase. The BMDM were stimulated with fibrinogen or β-glucan for 4 and 24 h (**e**–**h**); **e** (*n* = 4 for TNF in 24 h mdx group, rest *n* = 5/group), **f** (*n* = 5/group), **g** (*n* = 4 for TNF in 4 h mdx group, rest *n* = 5/group), **h** (*n* = 4 for TGFβ and CD206 WT 4 h groups, rest *n* = 5/group). Data represent means ± SEM of biologically independent samples from different mice. **b**, **c** *P < 0.05 vs. PBS-trained and †*P* < 0.05 vs. WT-ME trained. **e**–**h** *P < 0.05 vs. WT-unstimulated and †*P* < 0.05 vs. WT-stimulated group at a given time point (one-way ANOVA followed by a Tukey post-hoc test, two-tailed). See Source Data file for the exact *P*-values.

To build on the above in vitro evidence for trained immunity, we next performed in vivo experiments whereby irradiated WT host mice received bone marrow transplants from either WT (WT→WT) or mdx (mdx→WT) donor mice (Fig. 4d). At 11 weeks after bone marrow reconstitution, there was no pathological macrophage infiltration in muscles of the WT host mice that received mdx donor BMDM (Supplementary Fig. 4f). However, the significant functional differences between WT and mdx origin BMDM remained intact when these cells were studied in vitro. Hence mdx origin BMDM continued to show greater pro- and anti-inflammatory gene responses after stimulation with fibrinogen (Fig. 4e, f) or β-glucan (Fig. 4g, h) despite being transplanted into WT mice. This in vivo transmissibility and long-term maintenance of the hyperresponsive mdx BMDM phenotype within a non-dystrophic WT host environment is consistent with the presence of innate immune memory^29^.

### Phenotypic reprogramming of mdx BMDM is TLR4-dependent

TLR4 has the ability to sense a wide range of DAMPs released after tissue injury. Therefore, we generated mdx mice with genetic abrogation of TLR4 (mdxTLR4^-/-^) to determine the role of TLR4 in the altered immunophenotype of mdx BMDM. Under basal conditions mdxTLR4^-/-^ BMDM exhibited lower transcript levels of both pro- and anti-inflammatory genes compared to mdx BMDM, most strikingly during the necrotic stage of the disease (Fig. 5a). In this regard, unsupervised hierarchical clustering (Fig. 5b) clearly separated mdx from WT and mdxTLR4^-/-^ BMDM during the necrotic phase; this genotype clustering was less pronounced during the fibrotic phase and completely absent at the prenecrotic stage. In addition, mdxTLR4^-/-^ BMDM from both the necrotic (Fig. 5c) and fibrotic (Fig. 5d) stages exhibited a higher maximal OCR level compared to their age-matched mdx BMDM counterparts. Exposure to unrelated secondary stimuli (Fig. 5e–h) revealed that the expression of both pro-inflammatory and anti-inflammatory genes was reduced in mdxTLR4^-/-^ BMDM in comparison to necrotic phase mdx BMDM. The changes in mRNA transcript levels were corroborated at the protein level by western blotting (Fig. 5i) and ELISA (Fig. 5j). Furthermore, using the same in vitro ME stimulation protocol which induced signs of trained immunity in WT BMDM (Fig. 4a), we found that this training response to ME was prevented in cultured BMDM from TLR4-deficient (non-dystrophic) mice. This was evinced by absence of the characteristic amplified gene expression responses to fibrinogen and β-glucan (Fig. 5k, l). Overall, these data indicate that the hyperresponsiveness to unrelated secondary inflammatory stimuli as well as the altered metabolic phenotype observed in mdx BMDM are largely abrogated by TLR4 deficiency.

**Fig. 5:**
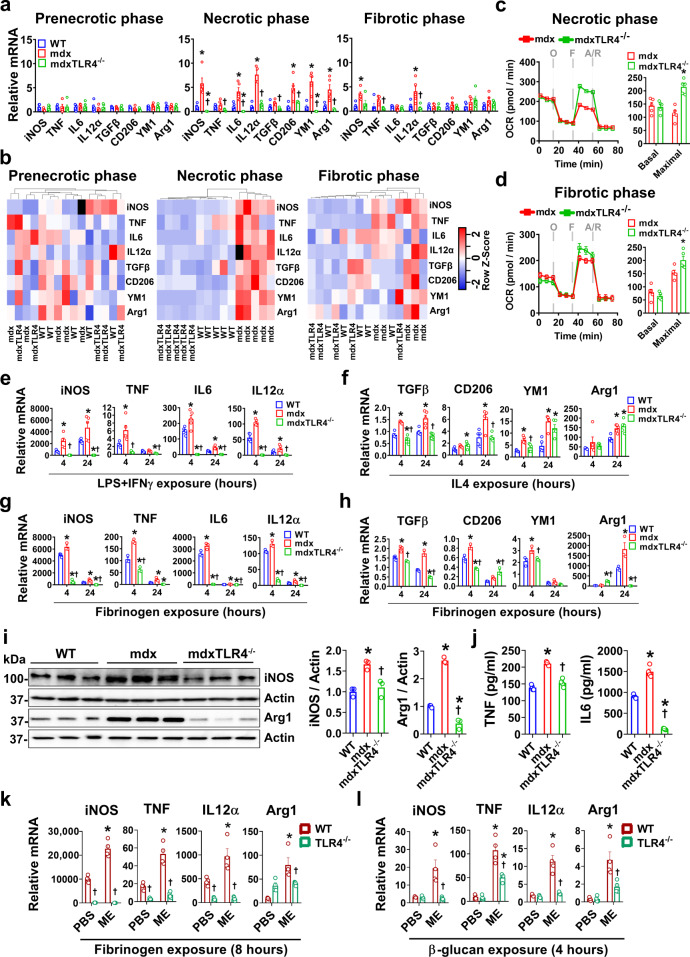
TLR4 regulates the altered phenotype of mdx BMDM. **a** Basal M1 and M2 marker gene transcript levels (expressed relative to the mean age-matched WT level) in BMDM from WT, mdx, mdxTLR4^–/–^ mice at different phases of disease (*n* = 4 for iNOS in prenecrotic phase and IL12α in necrotic phase mdx groups, rest *n* = 5/group). **b** Heatmap showing unsupervised hierarchical clustering analysis of samples based on the gene expression data shown in **a**. Genes with higher and lower expression levels are identified as red or blue (variable units proportional to color intensity), respectively, whereas outlier samples are black. **c**, **d** Oxygen consumption rate (OCR) data for mdx and mdxTLR4^-/-^ BMDM at necrotic (*n* = 5/group) and fibrotic phases (*n* = 5/group) of the disease. **e**–**h** WT, mdx, and mdxTLR4^–/–^ BMDM at necrotic phase were stimulated with LPS + IFNγ (*n* = 5/group) or IL4 (*n* = 5/group) or fibrinogen (*n* = 3/group) to determine mRNA transcript levels (expressed relative to the mean WT-unstimulated value) of: (**e**, **g**) M1 and (**f**, **h**) M2 marker genes. **i** western blot images and densitometric analyses of total iNOS and Arginase1 in cell lysates of fibrinogen-stimulated (24 h) WT, mdx and mdxTLR4^–/–^ BMDM from necrotic phase mice (*n* = 3/group; all experimental replicates are shown). **j** ELISA measurements of TNF and IL6 protein levels in culture supernatants from WT, mdx and mdxTLR4^–/–^ BMDM after stimulation with fibrinogen for 24 h (*n* = 4/group). **k**, **l** As shown in Fig. 4a, WT and TLR4^-/-^ BMDM were trained with mdx-ME and secondarily challenged with **k** fibrinogen (8 h; *n* = 4/group) or **l** β-glucan (4 h; *n* = 4/group), followed by qPCR. The graph shows mRNA transcript levels of genes relative to the mean control (PBS-trained and RPMI-stimulated) WT group. Data represent means ± SEM of biologically independent samples from different mice; **a** *P < 0.05 WT vs. mdx and †*P* < 0.05 mdx vs. mdxTLR4^–/–^ (one-way ANOVA followed by Tukey post-hoc test, two-tailed); **c**, **d** *P < 0.05 WT vs. mdx (unpaired *t*-test, two-tailed); **e**–**j** *P < 0.05 vs. WT and †*P* < 0.05 vs. mdx at a given time point (one-way ANOVA followed by a Tukey post-hoc test, two-tailed); **k** *P < 0.05 PBS vs. ME and †*P* < 0.05 WT vs. TLR4^–/–^ group (two-way ANOVA followed by a Tukey post-hoc test, two-tailed). See Source Data file for the exact *P*-values.

### mdx BMDM are epigenetically altered in a TLR4-dependent manner

Epigenetic reprogramming is an important mechanism underlying the development of trained immunity. We performed chromatin immunoprecipitation (ChIP)-seq to quantify trimethylation of histone 3 lysine 27 (H3K27me3), a histone mark classically associated with gene silencing^32^. 

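Bone marrow-derived macrophages (BMDM) are grown from the marrow of a mouse in medium with macrophage colony-stimulating factor. Here they were not stimulated and came from male mice that were WT, mdx (with a mutation in the dystrophin gene) or mdxTLR4-/- (mdx mice that also lack TLR4). For H3K27me3 there were 2 ChIP libraries and 2 input libraries per genotype, input being the digested chromatin sequenced without the antibody. Chromatin was cut with micrococcal nuclease without crosslinking, and the authors mapped the reads to the mm10 mouse genome with Bowtie2. The authors then merged the reads of the replicates and called peaks with SICER2, which joins enriched windows of 200 bp across gaps of up to 600 bp into broad domains, and kept the peaks with an FDR below 0.01. Each genotype therefore has 1 deposited peak list, with no spread between mice and no p-value for a difference between genotypes. A list gives the position of each peak and the count of ChIP reads in it, not scaled for depth or length and with no input subtracted. The H3K27me3 peaks held 8331331 reads in WT BMDM, 10199918 in mdx BMDM and 7358418 in mdxTLR4-/- BMDM. These sums depend on how much was called and are not the depth of the libraries, which is unknown here. The median peak held 123 reads in WT, 89 in mdx and 75 in mdxTLR4-/- BMDM. The sample labels give ages of 12 to 17 weeks for the mice behind the ChIP libraries and of 6 to 11 weeks for the inputs, rising by 1 week from each library to the next, so that the labelled age follows the genotype, and the paper's text gives no age for these mice. The labels also give a mixed strain, Bl6/Bl10, for the mdxTLR4-/- samples alone, so that the labelled strain follows this genotype too. From the lists, the number, length and read density (reads per kb of peak) of the peaks were computed. Peaks of the 3 genotypes that overlapped by at least 1 bp were merged into regions. In the letters of the paper, a region was designated Increased (I) in a genotype with a peak there and Unchanged (U) in a genotype without one. The designation thus depends on the detection limit of each list, and a comparison of read densities depends on how the libraries are scaled to each other. Intervals are 95% intervals and cover counting error or the spread over peaks, regions or genes, and not the spread between mice.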

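WT BMDM had 28143 H3K27me3 peaks, mdx BMDM 41780 and mdxTLR4-/- BMDM 36488. The peaks covered 252 Mb in WT, 261 Mb in mdx and 224 Mb in mdxTLR4-/- BMDM, which is 9.26%, 9.56% and 8.22% of the genome. Their median length was 5400 bp in WT and 3400 bp in both mdx and mdxTLR4-/- BMDM. The median read density, with its order-statistic interval over peaks, was 24.5 reads per kb in WT (24.4 to 24.6), 28.3 in mdx (28.3 to 28.5) and 23.7 in mdxTLR4-/- BMDM (23.6 to 23.8). A total of 17103 merged regions had a peak in all 3 genotypes. In these shared regions the median ratio of the unscaled read density in mdx to that in WT was 1.22 (interval 1.215 to 1.220, quartiles 1.12 and 1.33), and 90.8% of the regions had a higher density in mdx. The median ratio of mdxTLR4-/- to WT was 0.959 (interval 0.957 to 0.962, quartiles 0.875 and 1.06), with a higher density in mdxTLR4-/- in 37.7% of the regions. These ratios depended on the scaling. Scaled to 1000000 reads in peaks per list, which brings the ratio close to 1 where most reads lie in shared regions, the median ratio was 0.995 for mdx and 1.09 for mdxTLR4-/-, and relative to the 1st percentile of density in each list it was 1.05 for both. The intensity fold-change over input, which the paper compares, was not analysed here.

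**Figure D1:**
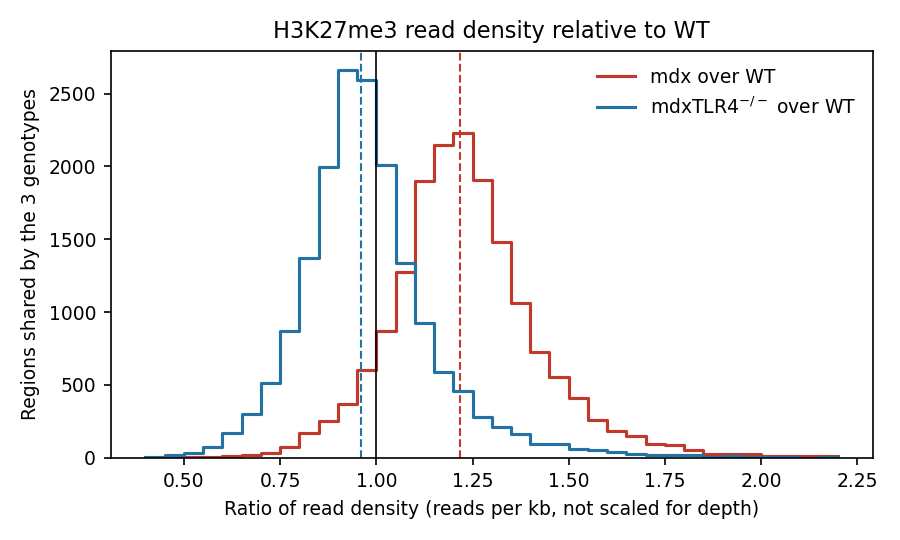
Histograms of the ratio of H3K27me3 read density (reads per kb, not scaled for depth) to that in WT over the 17103 regions with a peak in all 3 genotypes. Dashed lines mark the median ratios of 1.22 for mdx and 0.959 for mdxTLR4-/-, and the black line marks a ratio of 1. A few regions beyond the plotted range are not shown. Scaled to 1000000 reads in peaks, the medians move to 0.995 and 1.09.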

Genome-wide analysis revealed a significant reduction of H3K27me3 signal intensity in mdx BMDM compared to WT BMDM; in contrast the mdxTLR4^-/-^ BMDM showed an overall increase in H3K27me3 signal relative to WT (Fig. 6a). The three experimental groups were next analyzed according to their different patterns of relative H3K27me3 signal intensity in close proximity (−5 kb to +1 kb) to the gene body across the genome (see Supplementary Data 1 table). This analysis identified four distinct patterns (termed GP1–GP4) showing dynamic regulation in the mdx group relative to WT (Fig. 6b). 

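The Gene-based Patterns were set here from the H3K27me3 peaks in place of the read intensity over input. A gene was designated Increased where peaks covered at least 50% of the window from 5 kb upstream of the gene body to 1 kb past its end. Of the 55413 genes in the GENCODE vM21 annotation, 7971 were Increased in WT, 7869 in mdx and 6930 in mdxTLR4-/- BMDM. The designation differed between WT and mdx for 1812 genes. Patterns are written in the order WT, mdx, mdxTLR4-/-, and shares carry Wilson intervals. A reduction in mdx with restoration in mdxTLR4-/- (IUI) was found for 13.9% of these genes (12.3% to 15.5%), and a reduction without restoration (IUU) for 39.0% (36.7% to 41.2%). An increase in mdx without restoration (UII) was found for 13.6% (12.1% to 15.3%), and an increase with restoration (UIU) for 33.6% (31.4% to 35.8%). Reductions in mdx thus made up 52.8% of the differing genes. The alternative that moved the share of reductions most took the same number of peaks from each list, in order of read density, and it raised the share of reductions to 80.6%, with IUI at 17.2% and IUU at 63.4%. For this mark it left the WT list whole, at 252 Mb covered, and shortened the mdx list to 213 Mb and the mdxTLR4^-/- list to 194 Mb. By this construction the share of reductions in mdx could only rise. In the other direction, coverage of at least 20% of the window lowered the share of reductions to 39.6%, with UIU the most frequent at 37.8% and UII at 22.6%. Neighboring genes can lie under 1 peak, so genes are not independent of each other.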

Among the mdx-altered H3K27me3 peaks, by far the predominant pattern was a relative reduction of the signal in mdx compared to WT, with restoration to WT levels in the mdxTLR4^-/-^ group (GP1 = 69% of peaks). This pattern was followed in frequency by a reduction in mdx without restoration in mdxTLR4^-/-^ (GP2 = 24% of peaks); increase in mdx without restoration in mdxTLR4^-/-^ (GP3 = 5% of peaks); and increase in mdx with restoration in mdxTLR4^-/-^ (GP4 = 2% of peaks).

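At the level of the merged H3K27me3 peaks, 13582 regions had a peak in only one of WT and mdx BMDM. Of these, 57.2% (Wilson interval 56.3% to 58.0%) had a peak in mdx alone (UIU) and 25.8% (25.1% to 26.6%) in mdx and mdxTLR4-/- but not in WT (UII). A further 12.1% (11.6% to 12.7%) had a peak in WT alone (IUU) and 4.87% (4.52% to 5.25%) in WT and mdxTLR4-/- but not in mdx (IUI). Peaks lost in mdx were 17.0% and peaks gained were 83.0% of the differing regions. This split depended on the length of the lists. With the same number of peaks from each list, 57.9% were lost and 42.1% gained in mdx, IUU being the most frequent at 41.3%, followed by UIU at 31.9%, IUI at 16.6% and UII at 10.2%. Peaks were removed from the mdx and mdxTLR4^-/- lists for this and not from WT, which itself shifts the split toward losses in mdx. The regions with a peak in mdx alone were short, with a median length of 2200 bp against 9200 bp for the regions shared by the 3 genotypes. Their median read density was 23.9 reads per kb, against 31.2 in mdx for the shared regions.

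**Figure D2:**
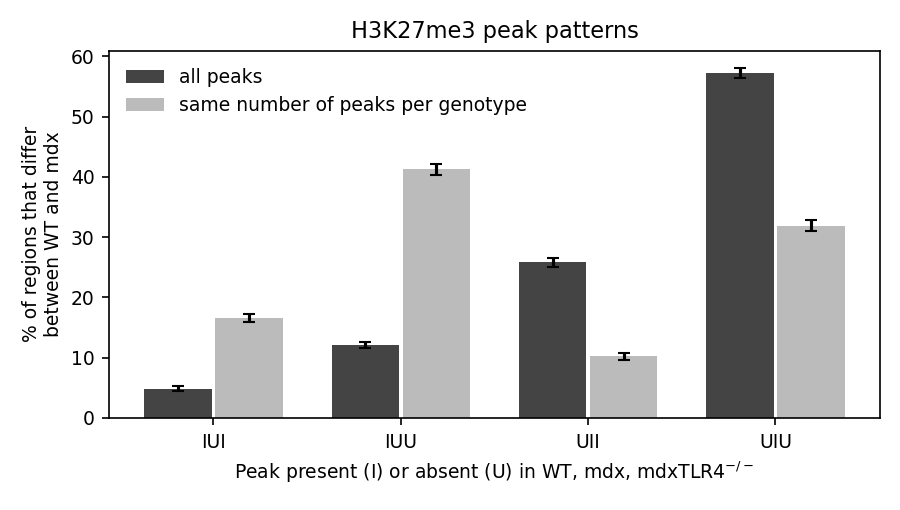
Bars give the percent of the H3K27me3 regions differing between WT and mdx that follow each pattern of peak presence (I) or absence (U) in WT, mdx and mdxTLR4-/- BMDM, with Wilson 95% intervals. Dark bars use all peaks, where UIU reaches 57.2%, and light bars use the same number of peaks from each genotype, where IUU reaches 41.3%.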

**Fig. 6:**
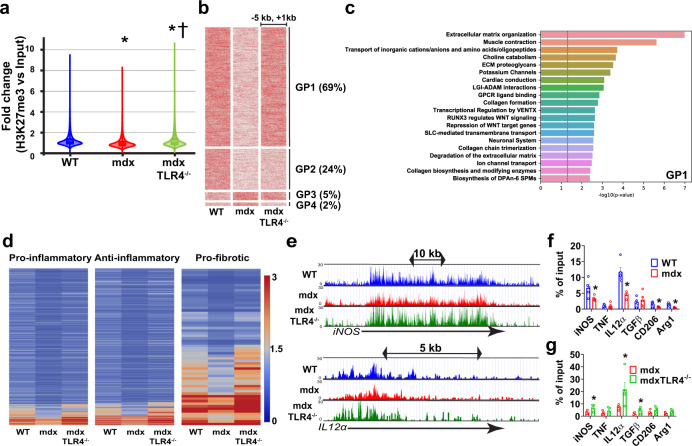
Dynamic regulation of H3K27me3 is present in mdx BMDM and mediated by TLR4. ChIP sequencing was performed in WT, mdx and mdxTLR4^–/–^ BMDM: **a** Violin plots representing normalized intensity fold-change (H3K27me3 vs. Input) in the –5 kb to +1 kb neighboring genomic region around all genes across the whole genome; *P < 0.0001 compared to WT BMDM and †*P* < 0.0001 compared to mdx group (two-sided Mann–Whitney *U*-test). **b** Heatmaps showing, in order of frequency (indicated by the percentages in parentheses), the different Gene-based Patterns (GP1-4) of the normalized H3K27me3 read intensity (variable units proportional to red color intensity) within the nearby region [–5 kb to +1 kb] of the gene body for WT, mdx and mdxTLR4^–/–^ BMDM. **c** Pathway enrichment analysis (Reactome database) for genes showing the predominant GP1 configuration (Supplementary Data 2 table shows the extended list for all Gene-based Patterns). The vertical line indicates the cutoff *P*-value = 0.05. **d** Heatmaps of H3K27me3 intensity for pre-defined genes representing prototypical pro-inflammatory, anti-inflammatory, and pro-fibrotic pathways (see Supplementary Data 3 table for complete gene lists). **e** Representative pro-inflammatory gene loci (iNOS, IL12α) showing the lower H3K27me3 peak intensity in the mdx group compared to WT and mdxTLR4^–/–^. **f**, **g** ChIP-qPCR was performed to detect H3K27me3 occupancy on the promoters of M1 and M2 marker genes in: **f** WT versus mdx BMDM (*n* = 4 for iNOS, IL12α, CD206 and Arg1 gene in mdx group, rest *n* = 5/group) and **g** mdx versus mdxTLR4^-/-^ BMDM (*n* = 5/group); IgG was used as a control for non-specific binding of antibody. Data represent means ± SEM of biologically independent samples from different mice. *P < 0.05 by unpaired *t*-test, two-tailed). See Source Data file for the exact *P*-values.

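For the loci of Fig. 6e, coordinates are those of mm10 and exons those of GENCODE vM21. Nos2 (ENSMUSG00000020826.8), which encodes iNOS, lies on chromosome 11 from 78920787 to 78960254. In WT BMDM 1 H3K27me3 peak lay over its body from 78922201 to 78959000, with 1717 reads or 46.7 reads per kb. In mdx BMDM there were 2 peaks, 1 from 78922201 to 78955600 with 1779 reads (53.3 reads per kb) and 1 from 78956601 to 78958200 with 50 reads (31.2 reads per kb). In mdxTLR4-/- BMDM 1 peak ran from 78922201 to 78959600 with 1586 reads (42.4 reads per kb). In each genotype the peaks lay over 25 of the 27 exons of the protein-coding transcript with the most exons and left the transcription start of the gene uncovered. Over the peaks together, the unscaled density in mdx was 1.12 times that in WT (exact interval of the read counts 1.05 to 1.20), and that in mdxTLR4-/- BMDM 0.909 times (0.848 to 0.974). Scaled to the reads in peaks, these ratios were 0.915 and 1.03, and relative to the 1st percentile of each list they were 0.962 and 0.995. Il12a (ENSMUSG00000027776.12), which encodes IL12α, lies on chromosome 3 from 68690644 to 68698547. A peak over its transcription start ran from 68690201 to 68694200 in WT (191 reads, 47.8 reads per kb), from 68690201 to 68694800 in mdx (240 reads, 52.2 reads per kb) and from 68690001 to 68693600 in mdxTLR4-/- BMDM (145 reads, 40.3 reads per kb). It lay over 4 of the 8 exons of the transcript chosen in the same way in WT and mdx and over 3 in mdxTLR4-/- BMDM. In mdx BMDM a further peak upstream of the gene, from 68684801 to 68688000, held 61 reads (19.1 reads per kb). For the peak over the start, the ratio to WT was 1.09 in mdx (0.900 to 1.33) and 0.844 in mdxTLR4-/- BMDM (0.675 to 1.05), and scaled to the reads in peaks it was 0.892 and 0.955, and relative to the 1st percentile 0.938 and 0.924. The density ratios at both loci were added after the data were seen, and that for this peak alone after their values were seen. With the sparser upstream peak pooled in, the ratio of mdx was 0.808 although mdx had more reads (301 against 191 in WT). Peaks covered 28.8% of the Il12a window in WT, 50.04% in mdx and 25.9% in mdxTLR4-/- BMDM. By the limit of 50% used here Il12a was thus UIU and not IUI, with mdx only just above the limit. In the paper's Supplementary Data 1, read here in a copy with 1993 of the paper's 3299 H3K27me3 genes, Il12a follows GP1, with intensity fold-changes over input reported by the paper as 2.09 in WT, 1.37 in mdx and 1.92 in mdxTLR4-/- BMDM.

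**Figure D3:**
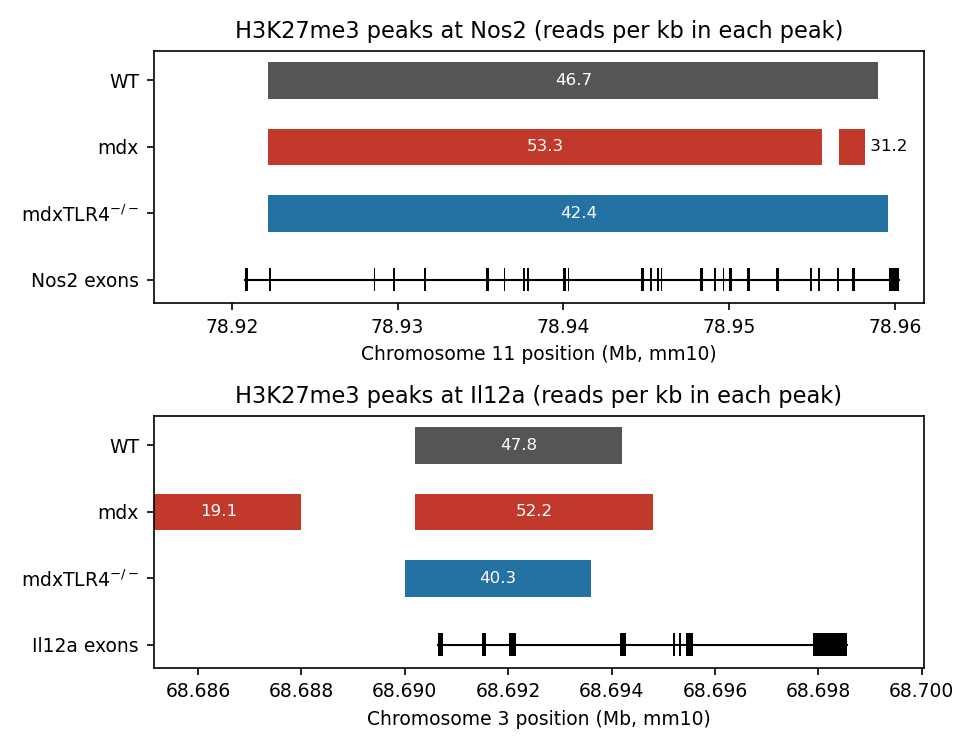
H3K27me3 peaks (bars) at Nos2 and Il12a in WT, mdx and mdxTLR4-/- BMDM along mm10 positions in Mb, with the reads per kb of each peak and the exons as black boxes. The peaks cover the body of Nos2 and the start of Il12a in each genotype, with densities from 42.4 to 53.3 and from 40.3 to 52.2 reads per kb in the long peaks, not scaled for depth.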

Pathway analysis was next applied to the mdx-altered H3K27me3 signal patterns using Reactome informatics (Supplementary Data 2 table). 

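Supplementary Data 2 names 42 genes under extracellular matrix organization for GP1, and all of them were found in the annotation. On average H3K27me3 peaks covered 72.3% of the window of these genes (gene body with 5 kb upstream and 1 kb downstream) in WT BMDM, 69.5% in mdx BMDM and 66.5% in mdxTLR4-/- BMDM. From WT to mdx the coverage fell for 27 genes, rose for 13 and stayed the same for 2, with a mean change of -2.84 percentage points (95% interval over genes -6.81 to 1.12). This mean lay at the 0.48 percentile of 10000 random lists of 42 protein-coding genes matched on window length, whose central 95% ran from -2.08 to 2.08. The random lists were not matched on coverage in WT. From mdx to mdxTLR4-/- the mean change was -2.96 percentage points (-6.73 to 0.817), at the 6.78 percentile. With the same number of peaks from each list, the change from WT to mdx was -9.43 and that from mdx to mdxTLR4-/- became 0.0880, at the percentiles 0 and 85.2 of random lists. The study chose these genes on the same libraries, so they are not independent evidence, and genes are not replicates.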

For the largely predominant GP1 pattern, extracellular matrix- and collagen-related processes were among the most significantly enriched biological pathways (Fig. 6c; see Supplementary Fig. 5 for GP2-4 patterns). Individual genes selected a priori to reflect key pro-inflammatory, anti-inflammatory, and pro-fibrotic processes were also examined (Supplementary Data 3 table). In comparison to the WT group, there was a widespread decrease of the H3K27me3 mark in mdx BMDM for all of these gene categories, which was significantly reversed in the mdxTLR4^-/-^ group (Fig. 6d, e). 

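Of the names in Supplementary Data 3, 708 of 727 pro-inflammatory, 807 of 825 anti-inflammatory and 62 of 64 pro-fibrotic genes were found in the annotation. Pro-inflammatory genes had on average 9.91% of their window under H3K27me3 peaks in WT, 9.34% in mdx and 8.55% in mdxTLR4-/- BMDM. The mean change from WT to mdx was -0.567 percentage points (95% interval over genes -1.11 to -0.0193), with 126 genes lower, 120 higher and 462 the same. Anti-inflammatory genes had 11.4% covered in WT, 11.2% in mdx and 9.86% in mdxTLR4-/- BMDM, a mean change from WT to mdx of -0.177 (-0.630 to 0.275) with 165 genes lower and 136 higher. Pro-fibrotic genes had 34.4% covered in WT, 32.2% in mdx and 29.5% in mdxTLR4-/- BMDM, a mean change of -2.13 (-4.62 to 0.362) with 25 genes lower and 17 higher. Among random lists of the same size and window lengths, the changes from WT to mdx lay at the 5.92 percentile for pro-inflammatory, 33.1 for anti-inflammatory and 0.99 for pro-fibrotic genes. The random lists were not matched on coverage in WT. Pro-fibrotic genes had the most coverage there to lose, so their percentiles need not mark this class of genes. From mdx to mdxTLR4-/- the mean coverage changed by -0.790 percentage points for pro-inflammatory (percentile 99.3), -1.32 for anti-inflammatory (percentile 72.0) and -2.76 for pro-fibrotic genes (percentile 7.15), while random lists changed by medians of -1.45, -1.46 and -1.48. The direction from WT to mdx depended on the measure. The share of genes with any peak in the window was higher in mdx than in WT by 2.54 percentage points for pro-inflammatory, 3.47 for anti-inflammatory and 1.61 for pro-fibrotic genes, but random lists rose too, by medians of 3.11, 3.35 and 3.23. With equal numbers of peaks per list, the mean coverage changed from WT to mdx by -1.92 for pro-inflammatory (154 genes lower, 74 higher), -1.84 for anti-inflammatory (209 lower, 69 higher) and -5.38 for pro-fibrotic genes (32 lower, 10 higher), at the percentiles 54.0, 61.1 and 0.15 of random lists. Equal numbers left the WT list whole, so these changes could only become more negative than with all peaks. The genes named next are among those with the largest changes of coverage from WT to mdx in each list. Among pro-inflammatory genes, coverage fell most at H2-K1 on chromosome 17 from 33996017 to 34000347, from 60.0% in WT to 5.81% in mdx, with 48.4% in mdxTLR4-/- BMDM. It also fell at Vegfa, from 84.1% to 31.7% with 29.8% in mdxTLR4-/-, and at Camp, from 48.8% to 9.71% with no coverage in mdxTLR4-/-. It rose from no coverage to 45.7% at Lcn2 with none in mdxTLR4-/-, to 31.6% at Susd2 with 27.1% in mdxTLR4-/-, and from 1.06% to 38.3% at Ifi27l2a with 33.0% in mdxTLR4-/-. Among anti-inflammatory genes, it fell most at Fah on chromosome 7 from 84585159 to 84606722, from 43.5% in WT to no coverage in mdx or mdxTLR4-/- BMDM. It also fell at Rab4a, from 58.4% to 19.9% with 6.28% in mdxTLR4-/-. It rose from no coverage to 46.8% at Ccl17 with none in mdxTLR4-/-, from 47.3% to 86.9% at Ccl8 with 55.4% in mdxTLR4-/-, and from 19.7% to 58.6% at Pex26 with 44.3% in mdxTLR4-/-. Among pro-fibrotic genes, it fell most at Gdf5 on chromosome 2 from 155941023 to 155945367, from 84.7% in WT to 25.1% in mdx, with 36.4% in mdxTLR4-/- BMDM. It also fell at Gdf10, from 65.7% to 36.3% with 51.1% in mdxTLR4-/-, and at Col6a3, from 55.9% to 35.2% with 23.8% in mdxTLR4-/-. It rose from 75.3% to 85.6% at Ptprf with 64.1% in mdxTLR4-/-, from 39.5% to 48.0% at Pdgfra with 41.8% in mdxTLR4-/-, and from 84.2% to 92.0% at Ltbp4 with 88.9% in mdxTLR4-/-. The unscaled reads in the peaks that touch the window, which can reach beyond it, fell with coverage from WT to mdx at H2-K1 (208 to 64), Vegfa (21130 to 2724), Camp (179 to 30), Fah (210 to 0), Rab4a (2478 to 487), Gdf5 (339 to 79) and Col6a3 (1032 to 798), and not at Gdf10 (332 and 333). They rose with coverage at the other genes named except Pex26, where they fell from 4271 to 317. The sums follow peak length too: at Vegfa the peaks spanned 290.2 kb in WT, 43.6 in mdx and 274.2 in mdxTLR4^-/- (20190 reads). Where reads fell with coverage, the unscaled density ratio of mdx to WT was 3.18 at H2-K1, 1.97 at Camp and 1.28 at Col6a3. It was 1.24 at Gdf5 (interval 0.956 to 1.58), 0.858 at Vegfa and 0.779 at Rab4a. The sums thus do not measure the mark at the gene itself.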

Dynamically regulated patterns of the H3K27me3 mark in mdx BMDM were also used to perform transcription factor-related pathway analysis (Supplementary Fig. 6). The latter analysis indicated that for the most frequently observed H3K27me3 pattern (termed PP1), transcription factor enrichment was found for genes linked to the VENTX homeobox protein, RUNX3/Wnt signaling, and several interleukins (IL-21, IL-35, IL-23, IL-20, IL-12, IL-2) (Supplementary Fig. 6; Supplementary Data 4 and 5 tables).

ChIP-qPCR was employed to corroborate these results by quantifying the H3K27me3 mark within promoter regions of the prototypical pro- and anti-inflammatory marker genes. In keeping with the ChIP-seq data, the mdx group showed lower H3K27me3 promoter occupancy than in WT (Fig. 6f), whereas levels of this histone mark were relatively increased in the mdx BMDM lacking TLR4 (Fig. 6g). ChIP-PCR was additionally utilized to assess promoter occupancy by H3K4me3 (Supplementary Fig. 7), a permissive histone mark typically associated with gene activation. Greater H3K4me3 promoter occupancy was observed for several genes in the mdx group (Supplementary Fig. 7a), but in contrast to H3K27me3, genetic abrogation of TLR4 in mdx BMDM had no significant impact on H3K4me3 deposition (Supplementary Fig. 7b).

In addition to changes in methylation, increased acetylation (ac) of H3K27 is linked to greater chromatin accessibility and increased transcriptional competency. 

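H3K27ac was measured in unstimulated BMDM of the same 3 genotypes. The labels give 2 ChIP libraries for WT, 2 for mdx and 1 for mdxTLR4-/- BMDM, with 1 input library, and ages of 18 to 23 weeks. By the paper's methods the reads were processed as for H3K27me3, and the deposited data are again 1 list of SICER2 peaks per genotype with the count of ChIP reads in each peak, without replicate spread. The H3K27ac lists were shallow. Their peaks held 274020 reads in WT, 191629 in mdx and 168487 in mdxTLR4-/- BMDM, with a median of 10, 10 and 8 reads per peak and a minimum of 5 in every list. At such counts a peak that is present in 1 list and absent from another can differ by a few reads, and the depth of the libraries is unknown here. The libraries merged into the lists also differed in number, since mdxTLR4-/- had only 1. For the Gene-based Patterns of this mark, a gene was designated Increased where peaks covered at least 200 bp of the 5 kb upstream of its transcription start. The enhancer annotations that the paper also considered were not used here.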

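For H3K27ac, WT BMDM had 15665 peaks, mdx BMDM 12076 and mdxTLR4-/- BMDM 12493. They covered 33.3 Mb in WT, 25.2 Mb in mdx and 20.9 Mb in mdxTLR4-/- BMDM. The median read density was 7.00 reads per kb in WT (order-statistic interval 7.00 to 7.06), 6.67 in mdx (6.5 to 6.67) and 6.48 in mdxTLR4-/- BMDM (6.43 to 6.67). In the 6509 regions with a peak in all 3 genotypes, the median ratio of the unscaled density to that in WT was 0.857 in mdx (0.847 to 0.873) and 0.840 in mdxTLR4-/- BMDM (0.831 to 0.852), and 37.0% and 34.5% of the regions were denser than in WT. The direction depended on the scaling, since scaled to the reads in peaks the ratios were 1.23 in mdx and 1.37 in mdxTLR4-/- BMDM. Relative to the 1st percentile of each list, they were 0.857 and 0.735.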

ChIP-seq revealed that in comparison to WT BMDM, there was an overall reduction of H3K27ac signal intensity in mdx BMDM, with a further decrease in the mdxTLR4^-/-^ group (Supplementary Fig. 8a, b; Supplementary Data 1 table). 

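Among the 4061 genes whose H3K27ac designation differed between WT and mdx, 42.1% (Wilson interval 40.6% to 43.7%) were reduced in mdx without restoration in mdxTLR4-/- BMDM (IUU). A reduction with restoration (IUI) was found for 26.2% (24.8% to 27.5%), so that 68.3% of the differing genes were reduced in mdx. With the same number of peaks from each list, IUU fell to 33.4% of the differing genes and IUI to 23.6%, and reductions to 57.1%. For this mark the mdx list was the shortest and stayed whole while WT lost peaks, so reductions could only fall. Arg1 (ENSMUSG00000019987.9), an anti-inflammatory marker gene on chromosome 10 from 24915221 to 24927484, had a peak in its upstream window in each genotype, with 18 reads in WT, 7 in mdx and 8 in mdxTLR4-/- BMDM, and mdx had a further peak of 7 reads in the gene. The peaks covered 68.0% of the upstream window in WT and 32.0% in both mdx and mdxTLR4-/- BMDM, at a depth of a few reads per peak. In the copy of the paper's Supplementary Data 1 used here, Arg1 follows the first H3K27ac pattern (GP1), with intensity fold-changes over input reported by the paper as 1.88 in WT, 1.93 in mdx and 1.09 in mdxTLR4-/- BMDM and P-values of 1.74e-49, 0.271 and 0.976.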

Reactome pathway analysis (Supplementary Data 2 table) of this dominant pattern (GP1 = 73% of peaks) indicated particular enrichment for biological processes associated with protein metabolism, the cell cycle, and gene expression (Supplementary Fig. 8c). The next most frequent pattern was increased H3K27ac signal in mdx BMDM compared to WT and a relative decrease in the mdxTLR4^-/-^ group (GP2 = 16% of peaks). 

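An H3K27ac increase in mdx with a return in mdxTLR4-/- BMDM (UIU) was found for 20.6% (19.4% to 21.9%) of the differing genes, and an increase without a return (UII) for 11.1% (10.2% to 12.1%). Over the merged peaks, 11464 regions differed between WT and mdx. Of these, 50.7% (49.8% to 51.6%) had a peak in WT alone (IUU), 29.1% (28.3% to 29.9%) in mdx alone (UIU), 14.9% (14.3% to 15.6%) in WT and mdxTLR4-/- but not in mdx (IUI) and 5.29% (4.90% to 5.72%) in mdx and mdxTLR4-/- but not in WT (UII). Peaks lost in mdx made up 65.6% of these regions. They made up 50.1% with the same number of peaks from each list, with UIU at 40.4% and IUU at 35.2%. Peaks were removed from WT for this and not from mdx, which itself lowers the share of losses.

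**Figure D4:**
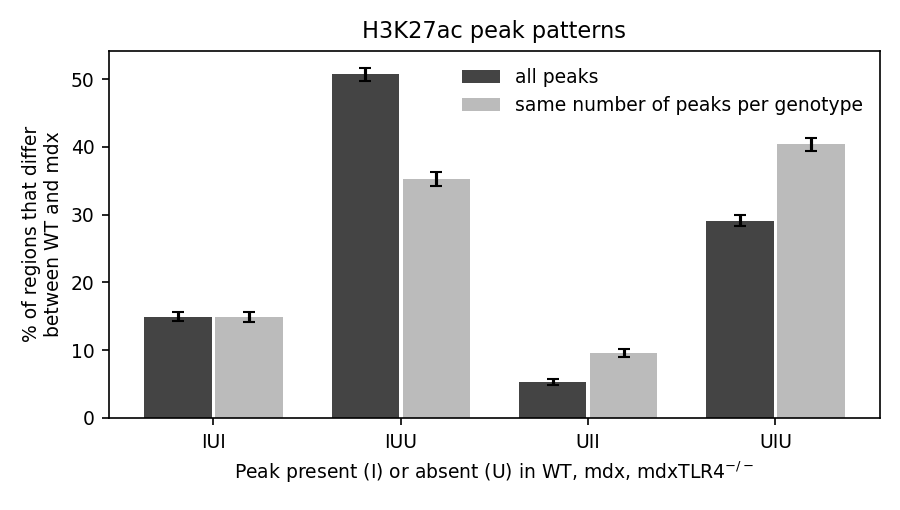
Bars give the percent of the H3K27ac regions differing between WT and mdx that follow each pattern of peak presence (I) or absence (U) in WT, mdx and mdxTLR4-/- BMDM, with Wilson 95% intervals. Dark bars use all peaks, where IUU leads with 50.7%, and light bars use the same number of peaks from each genotype, where UIU leads with 40.4%.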

Interestingly, this pattern was especially enriched for cellular responses to stress and external stimuli (Supplementary Fig. 8d), which is consistent with the trained immunity phenotype. Transcription factor-related pathway analysis was also performed (Supplementary Fig. 9; Supplementary Data 4 and 5 tables), and the corresponding peak patterns suggested possible involvement of interleukin, Notch, and interferon signaling.

Taken together, these data suggest a complex pattern of epigenetic reprogramming in mdx BMDM, with co-existence of histone mark modifications that can either augment (decreased H3K27me3 and increased H3K4me3) or reduce (decreased H3K27ac) the open chromatin state. The predominant histone mark changes demonstrated in mdxTLR4^-/-^ BMDM, on the other hand, would generally be expected to decrease chromatin accessibility (increased H3K27me3 and decreased H3K27ac). In addition, among the epigenetic modifications observed in mdx BMDM, it was most clearly evident for H3K27me3 that the changes were TLR4-dependent and could promote increased transcriptional activation of genes involved in inflammation and fibrosis.

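Among regions changed between WT and mdx, those with the WT state in mdxTLR4-/- BMDM were counted, a measure chosen after the data were seen. For H3K27me3 this held for 8428 of the changed regions, or 62.1% (Wilson interval 61.2% to 62.9%), and for H3K27ac for 5047, or 44.0% (43.1% to 44.9%). The order of the marks depended on the length of the lists, because with the same number of peaks from each list the shares were 48.5% for H3K27me3 and 55.2% for H3K27ac. Among regions that lost their peak in mdx, 28.7% (26.9% to 30.6%) of the H3K27me3 regions and 22.8% (21.8% to 23.7%) of the H3K27ac regions had a peak again in mdxTLR4-/- BMDM. Among regions that gained a peak in mdx, 68.9% (68.0% to 69.7%) and 84.6% (83.4% to 85.7%) lacked it in mdxTLR4-/- BMDM. A peak called in 1 list alone near the detection limit counts as a return here without any effect of TLR4. As a reference, mdx and mdxTLR4-/- were exchanged. Of the regions changed between WT and mdxTLR4-/-, 52.3% for H3K27me3 and 42.1% for H3K27ac had the WT state in mdx, or 47.1% and 51.1% with the same number of peaks. Of those gained in mdxTLR4-/- BMDM, 46.5% and 84.4% lacked the peak in mdx, and of those lost, 61.2% and 19.4% had it. With the same number of peaks, these were 68.6% and 78.8% of those gained and 36.4% and 24.5% of those lost. Before the exchange, the same number of peaks gave 75.7% and 80.9% of those gained and 28.7% and 29.6% of those lost. These shares thus do not isolate an effect of TLR4. From its data on the histone marks together, the paper proposes that changes opening and closing the chromatin co-exist in mdx BMDM, and it states that dependence on TLR4 was clearest for H3K27me3, whose changes it relates to transcription of genes of inflammation and fibrosis.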

### Functional differences between WT, mdx, and mdxTLR4^-/-^ BMDM in vivo

Finally, to determine whether the changes in mdx BMDM phenotype in vitro are associated with functional differences in vivo, we performed intravenous (IV) adoptive transfer of bone marrow from necrotic phase mdx mice or age-matched WT mice (bone marrow donors) into WT recipient mice (hosts) subjected to acute hindlimb muscle injury via cardiotoxin injection (Fig. 7a). The bone marrow donor mice shared the common CD45.2 allele and both strains (WT and mdx) demonstrated an equivalent distribution of bone marrow leukocyte populations prior to adoptive transfer (Fig. 7b–d). The bone marrow recipient WT host mice had the CD45.1 allele in order to allow donor versus host origin macrophages to be distinguished by flow cytometry. Muscles were collected from the WT host mice at 4 days post-injury, which was the approximate time of maximal macrophage infiltration.

**Fig. 7:**
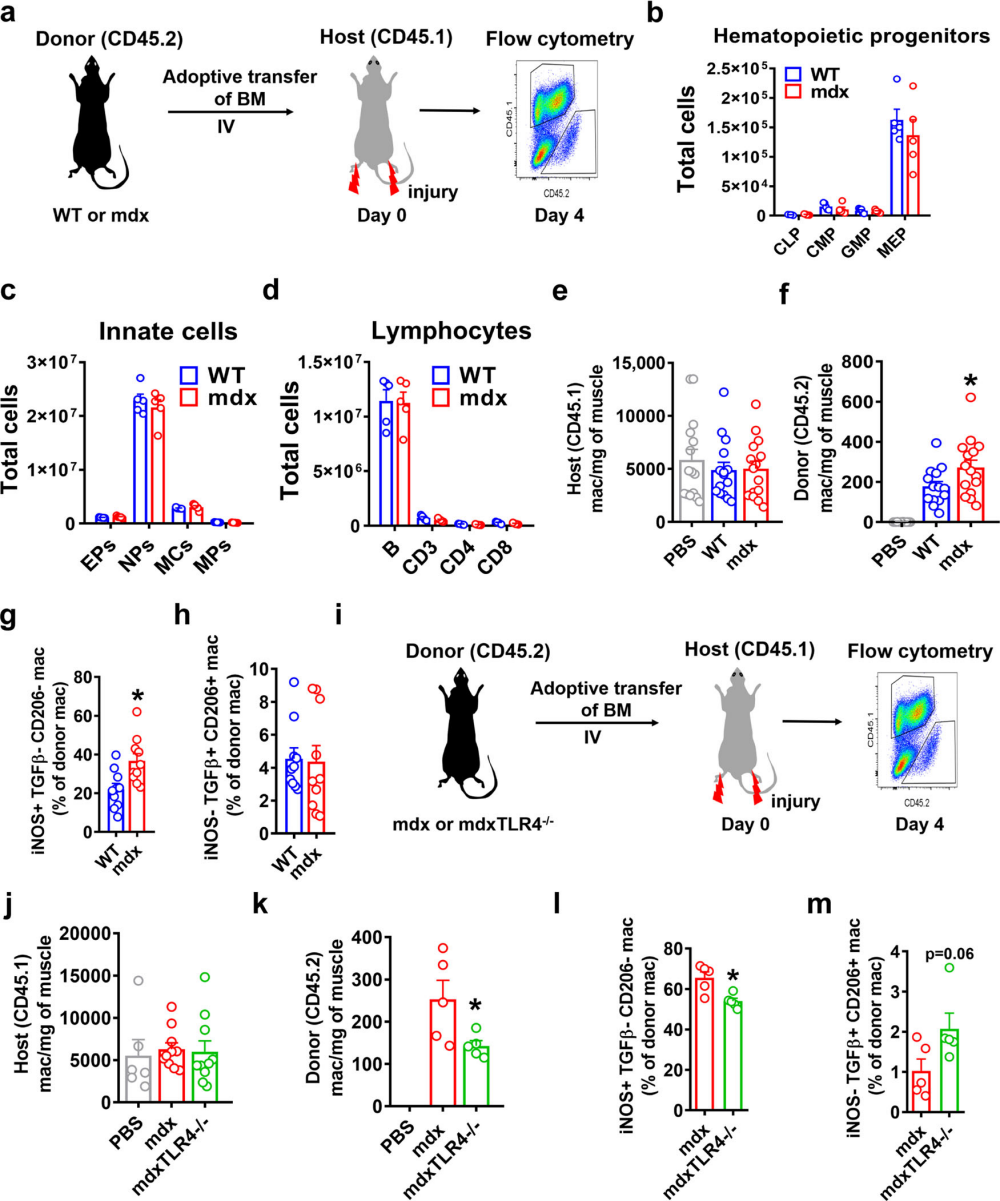
Adoptive transfer reveals the altered phenotype of mdx and mdxTLR4^–/–^ BMDM after muscle injury in vivo. **a** Pictorial representation showing adoptive transfer of bone marrow (BM) from WT or mdx (both CD45.2 allele) mice into non-irradiated congenic WT (CD45.1 allele) mice at the onset of cardiotoxin-induced hindlimb muscle injury, followed by flow cytometric analysis of donor and host BMDM in the injured muscle 4 days later. **b**–**d** Comparison of absolute number of: **b** Hematopoietic precursor cells (CLP: common lymphoid progenitors, CMP: common myeloid progenitors, GMP: granulocyte/macrophage progenitors, MEP: megakaryocyte/erythrocyte progenitors; *n* = 5/group), **c** Innate myeloid cells (EPs: Eosinophils, NPs: Neutrophils, MCs: Monocytes, MPs: Macrophages) (*n* = 5/group) and **d** Lymphocytes (B: B cells, CD3: CD3 T cells, CD4: CD4 T cells, CD8: CD8 T cells) (*n* = 5/group) in the BM of age-matched WT or mdx at necrotic phase. **e**, **f** Quantification of host (CD45.1–WT; **e** *n* = 15/group) and donor (CD45.2-either WT or mdx or mock adoptive transfer with PBS; **f** *n* = 14 for WT, rest *n* = 15/group) macrophages in the injured muscles (defined as CD45 + CD11c-CD11b + F4/80 + ). **g** Percentage of donor pro-inflammatory (iNOS + TGFβ-CD206-) and **h** donor anti-inflammatory (iNOS-TGFβ + CD206 + ) BMDM of either WT or mdx origin in the injured WT host muscle (*n* = 10/group). **i** Schematic showing adoptive transfer of mdx or mdxTLR4^–/–^ BM using the same experimental design. **j**, **k** Quantification of host (CD45.1–WT; *n* = 6 for PBS, rest *n* = 10/group) and donor (CD45.2-either mdx or mdxTLR4^–/–^; *n* = 5/group) macrophages in the injured muscles. **l** Percentage of donor pro-inflammatory and **m** donor anti-inflammatory BMDM of either mdx or mdxTLR4^-/-^ origin in the injured WT host muscle (*n* = 5/group). Data represent means ± SEM of biologically independent samples from different mice. *P < 0.05 (unpaired *t*-test, two-tailed). See Source Data file for the exact *P*-values.

The majority of macrophages in the injured muscle were of host origin (CD45.1), and there were no differences in CD45.1 macrophage number between the WT and mdx donor groups (Fig. 7e). However, donor origin (CD45.2) BMDM in the injured muscles were significantly more abundant in the mice injected with mdx donor cells as compared to WT donors (Fig. 7f). As muscles of mdx mice from the necrotic phase of disease contain a higher proportion of pro-inflammatory (iNOS + , TGFb-, CD206-) macrophages (Supplementary Fig. 10), we also sought this phenotypic signature in the adoptively transferred BMDM. In the host mice that received mdx bone marrow donor cells, the injured muscles contained a greater percentage of CD45.2 macrophages exhibiting a pro-inflammatory phenotype in comparison to mice which had received WT donor cells (Fig. 7g, h). Importantly, these differences in inflammatory profile were limited to the CD45.2 (donor) macrophages and not observed in CD45.1 (host) macrophages (Supplementary Fig. 11a, b) within the same muscles.

The same experimental design was used to compare the in vivo behavior of mdx versus mdxTLR4^–/–^ bone marrow origin macrophages (Fig. 7i). Once again there were no differences in the numbers (Fig. 7j) or inflammatory profile (Supplementary Fig. 11c, d) of host origin (CD45.1) macrophages within the injured WT muscles. In contrast, adoptively transferred (CD45.2) macrophages were reduced in number (Fig. 7k) and also less inflammatory (Fig. 7l, m) in the injured WT muscles of mice that received mdxTLR4^–/–^ donor cells as compared to the group injected with mdx donor cells. These in vivo adoptive transfer studies are in keeping with the earlier in vitro data and support the presence of an altered macrophage phenotype in mdx mice that is epigenetically imprinted at the level of the bone marrow and significantly mediated via TLR4.

## Discussion

From an evolutionary standpoint, the immune system is primarily designed to deal with acute localized muscle damage (e.g., traumatic or infectious) rather than the ongoing widespread injury found in chronic muscle diseases such as DMD. After acute muscle injury an initial wave of bone marrow (monocyte)-derived M1-like macrophages populates the muscle, which are then replaced by macrophages with a M2-like phenotype^33^. As a general rule, any interference with this tightly regulated sequence of events impedes normal skeletal muscle repair^34^. Importantly, this normal sequence is lost in the context of DMD, where repeated injury leads not only to an abnormal persistence of macrophages, but also to an increased prevalence of macrophages within the muscle that exhibit simultaneous upregulation of both M1 and M2 marker genes^7–9^. Failed muscle regeneration and subsequent fibrosis in dystrophin deficiency have been substantially attributed to dysregulated function of macrophages and other immune cells. The dystrophin isoform (Dp71) found in myeloid cells remains intact in the mdx mouse^35,36^, and macrophage dysregulation is thought to be primarily driven by pathological cues received directly within the local muscle microenvironment^8,12,37^. The results of the present study add a major new layer of complexity to this scenario by showing that before their entry into the pathological muscle microenvironment, BMDM of dystrophic mice undergo extensive epigenetic remodeling which is accompanied by pronounced alterations in cellular function.

The fact that a primary muscle disease induces such effects within bone marrow myeloid cells implies a role for systemic signaling molecules such as DAMPs originating from the damaged muscles. This concept is supported by the fact that muscle extract derived not only from mdx but also from healthy WT mice, was able to induce changes consistent with trained immunity within naive WT BMDM in vitro. However, the involvement of muscle damage-derived DAMPs as the primary stimulus generating trained immunity in mdx mice remains a hypothesis, and it is possible that other factors such as cytokines or exosomes play significant roles within the in vivo environment^38,39^. Furthermore, it is interesting to note that the induction of acute necrotic muscle injury in WT mice in vivo, whether in either single or repeated bouts, did not recapitulate the changes observed in mdx BMDM. This is perhaps not surprising since the nature of the molecules released by different mechanisms of muscle damage, as well as the quantity and duration of exposure to DAMPs and other signals delivered to the bone marrow, may differ substantially for various forms of acute versus chronic muscle injury.

Several DAMPs are known to be endogenous ligands for TLR4^14^. Among candidate DAMPs that are chronically increased in the muscles and/or serum of mdx mice and DMD patients^40,41^, some such as fibrinogen have been directly implicated in DMD pathogenesis^12,31,42^. The levels of such DAMPs can also vary according to disease stage^40^, which may at least partially explain our observation of disease stage-specific differences in mdx BMDM characteristics. Genetic deficiency of fibrinogen led to reduced muscle pathology in mdx mice^31^. Along the same lines, we previously reported that global TLR4 deficiency in mdx mice reduces pro-inflammatory macrophages within mdx muscles and significantly mitigates disease progression including in the most severely affected muscle, the diaphragm^12^. This is consistent with the fact that low concentrations of TLR ligands induce CCR2-dependent monocyte emigration from the bone marrow^43^. In the present study, we found that the phenotypic changes observed in mdx BMDM in vitro were all largely prevented in mdx mice lacking TLR4. Although this could be partially related to less severe muscle pathology in mdxTLR4^–/–^ mice, our data indicate that the ability to induce trained immunity is also severely impaired in non-dystrophic BMDM lacking TLR4. In addition, adoptive transfer studies in vivo showed that the mdx BMDM recruited to injured muscles were significantly reduced in number and associated with a less inflammatory profile when these BMDM lacked TLR4.

In our study, mdx BMDM demonstrated an undifferentiated mixed M1/M2 phenotype in vitro, whereas mdx BMDM that were adoptively transferred into an inflammatory muscle injury milieu (such as found in early stages of the disease), exhibited pro-inflammatory M1-like skewing. The alterations in cellular metabolism observed over time in mdx BMDM, suggesting a greater reliance on oxidative phosphorylation at later stages of the disease, are consistent with the macrophage phenotype evolution from M1- to M2-like previously described within mdx muscles^7,44^. We speculate that the epigenetic and metabolic reprogramming found in mdx BMDM serves to place the cells in a more conducive state for assuming different possible macrophage phenotypes after entering the muscle. According to this model (see Fig. 8), the functional modifications taking place centrally in the bone marrow favor more efficient adoption of either end (or some combination thereof) of the M1/M2 polarization spectrum. The ultimate phenotypic outcome peripherally in the dystrophic muscle tissue is determined by additional signals received within the local muscle microenvironment. This scenario is analogous to the epigenetically-mediated “poised” state of embryonic stem cells, where a mixture of activating and repressive marks on the same histones helps to maintain pluripotency until further environmental cues are received to drive differentiation toward a specific lineage^32^.

**Fig. 8:**
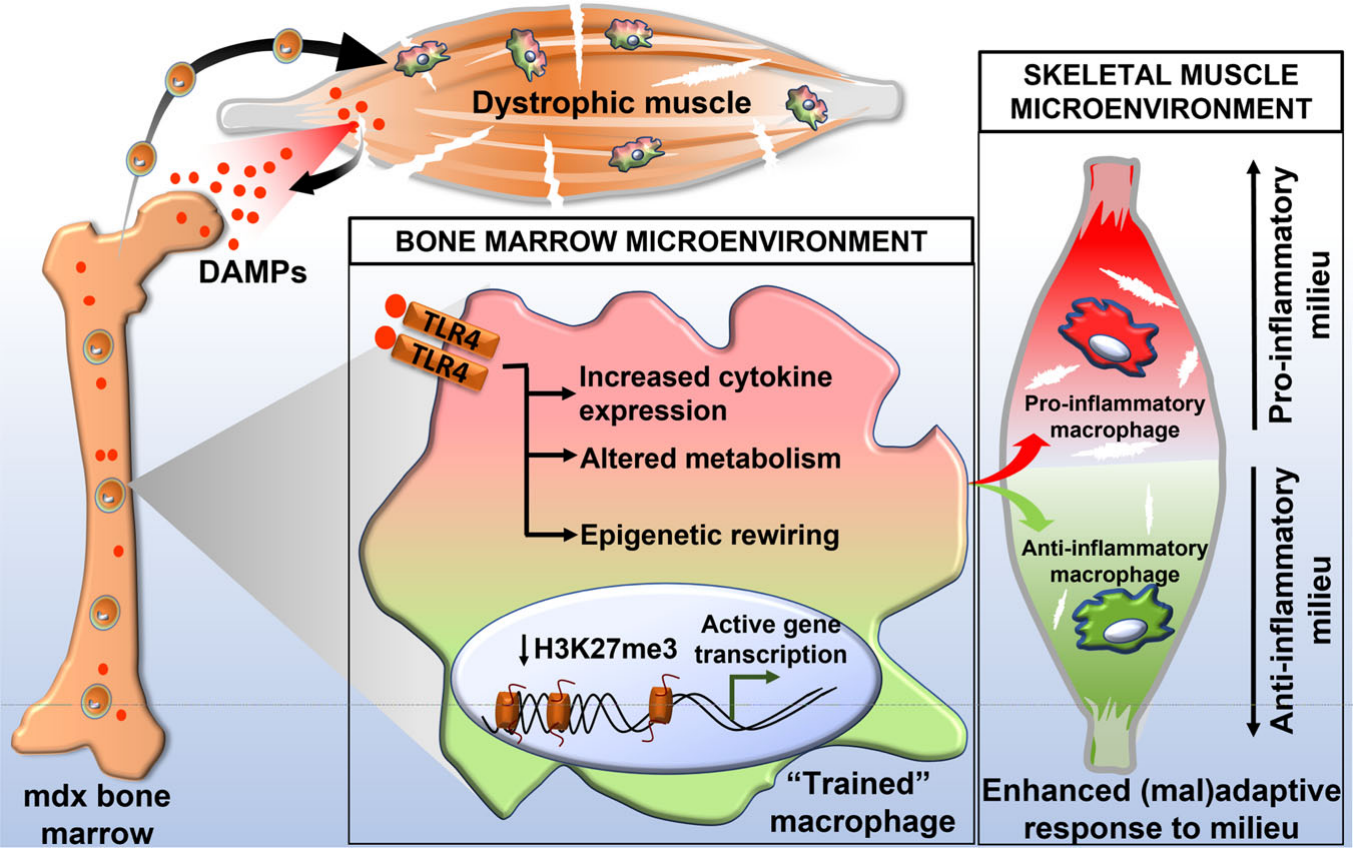
Model for cross-talk between dystrophic skeletal muscle and bone marrow leading to a reprogrammed macrophage phenotype. According to the model, chronic systemic exposure to damage-associated molecular patterns (DAMPs) acting as ligands for innate immune receptors such as TLR4, induces the hallmark features of trained immunity (cytokine hyperresponsiveness, metabolic alterations, epigenetic rewiring) in macrophage precursor cells residing in the bone marrow. A more open chromatin state for both pro-inflammatory and anti-inflammatory genes enhances the ability of future macrophages to adopt different phenotypes once the cells home to damaged dystrophic muscle tissue. The ultimate macrophage functional phenotype and impact (adaptive or maladaptive) are dependent on the combination of signals received at the bone marrow level and within the dystrophic muscle milieu.

Trained immunity is an evolutionarily conserved protective response against infection that first arose in organisms without an adaptive immune system such as plants and invertebrates^16^. In addition to epigenetic changes, we found that mdx BMDM demonstrated several other keystone features of trained immunity. A major hallmark is the ability to invoke a more intense inflammatory response upon re-challenge not only with the initial triggering stimulus, but also with other agents that differ from the initial challenge stimulus^16^. This is thought to result from the fact that a more open chromatin state induced by the epigenetic alterations permits a relatively broad and non-specific increase in transcription factor accessibility to the regulatory elements of innate immune system genes. Along these lines, mdx BMDM demonstrated increased cytokine responses to a wide range of heterologous stimuli (cytokines, fibrinogen, β-glucan) despite the reliance of these diverse stimuli upon different cell surface receptors. Analysis of classical markers for M1 and M2 macrophages suggested global activation of the cells rather than simple skewing toward M1 or M2 subtypes, which is also observed in trained immunity induced by β-glucan^21,45^. The above characteristics were found in mdx BMDM despite removal of the cells from their in vivo environment for 1 week, a “rest period” previously used to demonstrate trained innate immunity in cultured human monocytes^46,47^. Remarkably, long-lasting differences between WT and mdx BMDM were also transmissible in vivo, being maintained for at least 11 weeks after removal from the inciting muscular dystrophy environment by transplanting the mdx bone marrow into healthy WT mice.

Epigenetic changes representing a form of imprinted cellular memory or education have increasingly been implicated in the pathogenesis of inflammatory diseases^16,26^. In some cases the maintenance of inflammation at an abnormally high basal level is sustained for a prolonged period after removal of the activating stimulus, which has been referred to as priming^17^. In other instances, removal of the inciting stimulus allows innate immune system activity to largely return to its original low basal state, but upon reintroduction of either the same or unrelated immunological stimuli there is a more robust transcriptional response. The latter situation is characteristic of trained immunity and was found to be the case in mdx BMDM. The most commonly reported epigenetic changes linked to trained immunity in prior studies have involved histone modifications such as H3K4 methylation and H3K27 acetylation^48^. In addition, it was recently shown that TLR4 signaling triggered by transient LPS exposure can induce persistent alterations of myeloid enhancer accessibility within hematopoietic stem cells, accompanied by improved innate immunity against infection^29^.

In the present study, we show that mdx BMDM exhibit a complex combination of histone mark modifications that can simultaneously favor or impede the open chromatin state. These findings are similar to a previous report also showing a simultaneous decrease in repressive and activating histone marks in trained immunity^49^, which could serve to maintain gene transcription in a poised state. It is also important to note that epigenetic modifications in mdx BMDM undoubtedly extend well beyond the changes found in our study. However, at least with respect to H3K27, it appears that increased chromatin accessibility in mdx BMDM is primarily mediated through reduced methylation rather than increased acetylation. Furthermore, the changes in H3K27me3 were TLR4-dependent and involved genes associated with dystrophic muscle inflammation and fibrosis.

Current evidence suggests that trained immunity can occur in humans^18–20^, where it may be an important driver of pathological inflammation in non-infectious diseases such as atherosclerosis^23^, Alzheimer’s disease^22^ and chronic allergy^24,25^. To our knowledge the present study provides the first evidence for trained immunity in DMD or any other form of skeletal muscle disease. These findings suggest the possibility of a new paradigm for DMD muscle inflammation in which monocyte-derived macrophages from the bone marrow undergo a process of extensive cellular reprogramming before being recruited to the diseased muscles. This altered myeloid cell phenotype is regulated by TLR4 and displays the features of: (1) increased constitutive and DAMP-stimulated cytokine production, (2) changes in cellular metabolism, and (3) epigenetic remodeling. While these results are consistent with altered innate immune memory in murine DMD, whether these phenomena also occur in human DMD or other types of chronic muscle disease remains to be determined. The mdx model of DMD exhibits a more intense phase of early necrosis than human patients. In addition, the specific stimuli involved in the reprogramming of these cells are yet to be elucidated. Future studies should be directed at determining whether either preventing or reversing these processes is feasible and able to favorably modify the course of the disease. It will also be of interest to ascertain whether trained immunity, through amplification of the host immune response, represents an impediment to gene therapy and other dystrophin restoration strategies.

## Methods

### Experimental animals

All procedures were approved by the Animal Care and Use Committee of Research Institute of the McGill University Health Centre (RI-MUHC, protocol #3480), according to the guidelines issued by the Canadian Council on Animal Care. Wild-type (WT) mice: CD45.2 (stock #000664) and CD45.1 (stock #002014) alleles, dystrophic *mdx*^4*cv*^ mice (mdx, stock #002378) and TLR4^-/-^ mice (stock #029015) were on the C57BL/6 J background, with all breeding pairs originally purchased from The Jackson Laboratories (Bar Harbor, ME). The mdx mice lacking TLR4 (mdxTLR4^−/−^) were generated as described previously^12^. All experiments were performed on male mice. Both experimental and control groups were bred separately and co-housed under pathogen-free conditions at the animal facility of RI-MUHC and kept under a 12-h light/12-h dark cycle at a temperature 21 ± 1 °C and relative humidity of 40–60%. Euthanasia was conducted under anesthesia with isoflurane followed by cervical dislocation.

### Culture of bone marrow-derived macrophages (BMDM)

L929 mouse fibroblast cells were purchased from the American Type Culture Collection and grown at 37 °C with 5% CO_2_ for 7 days in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum (FBS); supernatant containing macrophage colony-stimulating factor (M-CSF) was then collected and stored at −80 °C for later use. For BMDM culture, tibia and femur bone were harvested bilaterally and bone marrow was flushed out using a syringe filled with Roswell Park Memorial Institute (RPMI) (Wisent) medium containing 10% FBS. Bone marrow cells were plated in RPMI media supplemented with 2 mM l-glutamine, 10% FBS, 1% non-essential amino acids, 1% essential amino acids, 0.14% 5 N NaOH, 2% HEPES,1 mM sodium pyruvate, 100 U/ml penicillin, 100 mg/ml streptomycin (all from Wisent) and 30% L929 supernatant for 7 days in order to obtain differentiated BMDM. For stimulation, BMDM obtained at the end of 7 days were treated with LPS (100 ng/ml) + IFN-γ (20 ng/ml) (Invitrogen, USA), IL-4 (20 ng/ml) (Invitrogen, USA), fibrinogen (1 mg/ml) (Sigma, USA), or β-glucan (100 µg/ml, Sigma, USA) for 4 h and 24 h prior to cell harvesting.

### Real-time quantitative PCR (RT–qPCR)

Total RNA was extracted using TRIzol reagent (Invitrogen, USA) according to the manufacturer’s protocol. After DNase I (Gibco, USA) treatment, 1 µg of RNA was used for cDNA generation with random primers and SuperScript II (Invitrogen, USA) reverse transcriptase. RT–qPCR was performed using 10 ng of cDNA mixed with 5 µl of 2x SYBR Green (Invitrogen, USA) and 0.5 µl of 10 µM primer mixes. RT–qPCR was carried out for 40 cycles at a melting temperature of 95 °C for 15 s and an annealing temperature of 60 °C for 1 min using a StepOne Plus Thermocycler (Applied Biosystems, USA). Mouse HPRT1 was used as an internal control. The relative quantification of gene expression was analyzed by the 2^–△△Ct^ method, and the results are expressed as n-fold difference relative to untreated WT control cells. Primer sequences are shown in the Supplementary Data 6 table. Gene expression from qPCR was used to generate heatmaps and perform unsupervised hierarchical clustering with a web-based program (Heatmapper^50^, http://www.heatmapper.ca). Average linkage and Euclidean distance measurement methods were used for clustering the samples.

### Western blot

After washing and scraping the cells, total cell lysate was prepared in radioimmunoprecipitation assay (RIPA) buffer followed by incubation on ice for 1 h. Following centrifugation at 16,000 × *g* for 15 min, protein concentration was detected by Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific, USA). Equal amounts (20 µg) of protein lysate were loaded onto Mini-PROTEAN® Precast Gels (Bio-Rad, Canada) and then transferred onto polyvinylidene fluoride (PVDF) membrane. After blocking with 5% BSA in Tris buffered saline (TBS) containing 0.1% Tween-20, the membranes were incubated overnight at 4 °C with the following primary antibodies (1:1000 dilution; from Cell Signalling, USA, unless stated otherwise): p-STAT1 (#9167), total STAT1 (#9172), p-STAT3 (#9131), total STAT3 (#9139), p-STAT6 (#9361), total STAT6 (#9362), arginase1 (#93668), and iNOS (1:1000 dilution, #610329, BD Biosciences, USA). After washing with TBS containing 0.1% Tween-20, blots were incubated with horseradish peroxidase (HRP)-conjugated anti-mouse (1:5000 dilution, #W4021) and anti–rabbit (1:2500 dilution, #W4011) secondary antibodies (Promega, Canada). Blots were developed using the enhanced chemiluminescence (ECL) system (ECL Plus; Thermo Scientific, USA). As a loading control, membranes were incubated overnight with actin antibody (1:10,000 dilution, #A2228; Sigma, USA). The original western blot images are provided in the corresponding Source Data file sections. The intensity of the bands was quantified with Image Lab software (Bio-Rad, USA), and the densitometry analysis is expressed as n-fold-change relative to WT control after actin normalization.

### Cellular bioenergetics (Seahorse) analyses

Measurements of mitochondrial oxygen consumption rate (OCR) were obtained using the XF96 Extracellular Analyzer (Seahorse Bioscience). BMDM at a density of 1 × 10^5^ in 100 µl of DMEM media were seeded into XF96 cell culture microplates 24 h before the assay. For the assay, XF assay media supplemented with 10 mM glucose and 1 mM sodium pyruvate at pH 7.4 was used. Following the basal respiration measurement, the OCR was analyzed after three measurements were taken pre- and post-addition of 1.5 µM oligomycin, 1 µM carbonilcyanide p-triflouromethoxyphenylhydrazone (FCCP), 2 µM rotenone, and 1 µM antimycin (all from Sigma, USA). Background from cell-free wells was subtracted, and basal and maximal OCR values were calculated using Seahorse Wave software (Seahorse Bioscience). For normalization, adherent cells were washed twice with phosphate-buffered saline (PBS) and fixed with 1% paraformaldehyde (PFA) for 20 min at 4 °C and stained with 0.05% crystal violet for 30 min. After washing away the excess crystal violet with PBS, the stained cells were solubilized with 1% sodium dodecyl sulfate (SDS) followed by optical density (OD) measurements at 595 nm using a Tecan plate reader. Data are expressed as OCR normalized to the OD value from each individual well.

### Lactate release assay and ELISA

BMDM were cultured in 6-well plates in phenol-red-free RPMI media for 48 h for lactate assays. Supernatants were collected and centrifuged at 16,000 × *g* for 15 min to remove cellular debris before storing at −80 °C for later use. Supernatant lactate levels were measured with a commercial kit following the manufacturer’s instructions (Lactate Assay Kit, Eton Bioscience Inc, USA). Lactate concentrations were normalized to the cellular content of each well as reflected by total protein levels after removal of supernatant and washing of the cells with PBS. For ELISA, BMDM were cultured in RPMI media containing fibrinogen (1 mg/ml) for 24 h before collecting the supernatant. Levels of TNF and IL6 in supernatant were measured by ELISA kit according to the manufacturer’s instructions (R&D Systems, USA).

### BMDM training with muscle extract and serum

Muscle extract and serum were used as primary training agents for WT BMDM. Muscle extracts were prepared fresh from WT and mdx muscle by homogenizing the muscle in PBS. Following centrifugation at 13,000 × *g* for 15 min, extracts were collected and passed through 0.2 µm filter before measuring the protein concentration. Similarly, serum from 4 to 6 weeks old WT and mdx mice was collected and filter-sterilized prior to use. At day 3 of cell culture, the cells were incubated in RPMI media containing muscle extract (1 mg/ml) or 5% serum or PBS for 24 h. Cells were washed twice with RPMI media before allowing them to rest for 5 days undisturbed except the addition of fresh RPMI media. BMDM were then secondarily restimulated with fibrinogen (1 mg/ml) for 8 h or β-glucan (100 µg/ml) for 4 h, followed by collection of the cells for RNA extraction.

### Generation of bone marrow chimeric mice

C57BL/6 CD45.1 (Jackson Laboratory, USA) recipient mice (6 weeks of age) were lethally irradiated with total 12 Gy (delivered with two doses of 6 Gy at 4 h apart) (X-RAD smart, Precision X-ray, North Branford, CT). At 24 h after the second dose of radiation, 4 × 10^6^ bone marrow cells isolated from either WT or mdx (donor, CD45.2 mice) were injected intravenously to recipient mice. Mice were given antibiotic treatment (50 mg/ml enrofloxacin, Bayer, USA) in drinking water for three days before and 2 weeks after irradiation. Bone marrow chimerism was determined by flow cytometry at 11 weeks after transplantation.

### Bone marrow adoptive transfer and acute muscle injury

For adoptive transfer experiments, bone marrow of CD45.2 allele donor mice (WT, mdx or mdxTLR4^-/-^) was isolated and 6 × 10^7^ cells in PBS were injected intravenously into CD45.1 allele host recipient mice immediately prior to induction of muscle injury. To induce acute skeletal muscle injury, both hindlimbs (tibialis anterior (TA) muscle) were injected with 25 µl of 10 µM cardiotoxin as previously described^51^. Four days later the recipient mice were euthanized and injured muscles were processed to separately identify the host and donor-derived macrophages according to their CD45 allelic status by flow cytometry as described below.

### Flow cytometry

Single cell suspensions were obtained by incubating minced muscles in 0.2% collagenase (Roche) at 37 °C for 45 min followed by filtering with a 70-μm cell strainer. Bone marrow was flushed out using a syringe filled with PBS and passed through 70-μm cell strainer. For flow cytometry, 10^6^ cells were resuspended in PBS containing 0.5% BSA (FACS buffer). To distinguish between live and dead cells, cells were stained with AF700 viability dye (Thermo Fisher Scientific, USA) for 30 min at 4 °C. The cells were then blocked with Fc blocking solution (anti-CD16/CD32, BD Biosciences) for 10 min followed by fluorescent-labeled antibody staining for 30 min at 4 °C.

Antibodies for flow cytometry were used at 1:100 dilution (BD Biosciences, USA) unless stated otherwise. For cell surface markers, the cells were stained at 4 °C in the dark with primary antibodies: PE-labeled anti-CD45.1 (clone A20), V500 labeled anti-CD45.2 (clone 104), BUV395 labeled anti-CD45.2 (clone 104), BUV737 labeled anti-CD11c (1:50 dilution, clone HL3), APC-Cy7 labeled anti-CD11b (clone M1/70, BioLegend), PE-Cy7 labeled anti-F4/80 (clone BM8, BioLegend), biotin conjugated: CD5 (clone 53-7.3, BioLegend), anti-Ly6G/C (clone RB6-8C5, BioLegend), anti-CD11b (clone M1/70), anti-CD4 (clone RM4-5), anti-CD8a (clone 53-6.7), anti-CD45R (clone RA3-6B2), Streptavidin conjugated APC-Cy7, BV785 labeled anti-CD127 (clone A7R34), PE-Cy7 labeled anti-Sca-1 (clone D7, BioLegend), APC labeled anti-c-Kit (clone 2B8), FITC labeled anti-CD34 – FITC (clone RAM34), PerCp-Cy5.5 labeled anti-CD16/32 (clone 93), PerCP-Cy5.5 labeled anti-CD3 (clone 145-2C11), PE-Cy7 labeled anti-CD4 (clone 53-6.7, BioLegend), APC labeled CD8 (clone 53-6.7), BUV395 labeled anti-CD19 (clone 1D3), FITC labeled anti-Ly6G (Clone 1A8, BioLegend), APC labeled anti-Ly6C (Clone HK1.4, BioLegend), and PE-CF594 labeled anti Siglec-F (Clone E50-2440).

After staining, cells were washed three times with FACS buffer followed by fixation with 4% PFA. For the staining of intracellular markers, cells were permeabilized with 1X eBioscience™ permeabilization buffer (Invitrogen, USA) and stained with antibodies in the permeabilization buffer at 4 °C in the dark: FITC labeled anti-iNOS (clone 6/ iNOS/NOS Type II), BV421 labeled anti-TGFβ (clone TW7-16B4). After washing three times cells were resuspended in 300 µl of FACS buffer and 200,000 events were acquired on a BD LSRFortessa X-20 machine using BD FACSDiva™ Software. Finally, the data were analyzed using FlowJo software (Treestar Inc., Ashland, USA). Gating strategies (Supplementary Fig. 12) were based on the FMO (Fluorescence Minus One), which includes all antibodies but the one for which gating is intended.

### Chromatin immunoprecipitation (ChIP)-qPCR

Native chip assay was performed as described previously^52^. Cultured BMDM were washed twice with cold PBS and cells were non-enzymatically detached from the plate using Corning™ CellStripper Dissociation Reagent (Corning, USA). Cells were washed three times with cold PBS and 5 × 10^6^ cells were then resuspended in douncing buffer (10 mM Tris-HCl, pH 7.5, 4 mM MgCl2, 1 mM CaCl_2_ and 1x protease inhibitor cocktail (PIC)) and homogenized through a syringe. Chromatin was digested in Micrococcal nuclease (New England Biolabs, Canada) at 37 °C for 7 min, and the reaction was inactivated by 0.5 M EDTA. Chromatin was resuspended in hypotonic buffer (0.2 mM EDTA, pH 8.0, 0.1 mM benzamidine, 0.1 mM phenylmethylsulfonyl fluoride, 1.5 mM dithiothreitol and 1x PIC) and incubated for 1 h on ice. After spinning down the cell debris the supernatant was recovered. Chromatin was pre-cleared with 100 μl of protein A Dynabeads (Invitrogen, USA) and immunoprecipitation was carried out by incubating with a complex of beads and H3K4me3 antibody (1:50 dilution, #ab8580; Abcam, UK) or H3K27me3 antibody (1:50 dilution, #9733; Cell Signalling, USA) or H3K27Ac antibody (1:50 dilution, #39133; Active Motif, USA,) or control IgG antibody (1:50 dilution, #3900; Cell Signalling, USA) overnight at 4 °C. The complexes were washed twice with ChIP wash buffer I (20 mM Tris-HCl, pH 8.0, 0.1% SDS, 1% Triton X-100, 2 mM EDTA and 150 mM NaCl) and once with 400 μl of ChIP wash buffer II (20 mM Tris-HCl (pH 8.0), 0.1% SDS, 1% Triton X-100, 2 mM EDTA and 500 mM NaCl). Finally, protein–DNA crosslinks were reversed in 200 μl of elution buffer (100 mM NaHCO_3_ and 1% SDS) for 2 h at 68 °C and the isolated DNA was purified using phenol chloroform. ChIP DNA was analyzed by qPCR using primers specific to promoter regions of interest, and the data were normalized by input DNA. The primers used for ChIP-qPCR are listed in the Supplementary Data 6 table.

### Library preparation for ChIP sequencing

For library preparation, ChIP DNA ends were first repaired at 20 °C for 30 min with repair buffer (2.9 μl of H_2_O, 0.5 μl 1% Tween-20, 1 μl dNTP mix 10 mM (#77119, Affymetrix, USA), 5 μl 10x T4 ligase buffer (#L6030-HC-L Enzymatics, Qiagen, USA), 0.3 μl T4 DNA pol (#P7080L Enzymatics), 0.3 μl T4 PNK (#Y9040 Enzymatics) and 0.06 μl Klenow (#P7060L Enzymatics). Next, a mixture of 1 μl of Seradyn 3 EDAC SpeedBeads (#6515-2105-050250, Thermo Fisher Scientific) and 93 μl of 20% PEG8000/2.5 M NaCl (13% final) was added and incubated for 10 min. Magnetic beads were washed twice with 80% ethanol and air-dried for 10 min before elution in 15 μl ddH_2_O. dA-Tailing was performed by incubating DNA at 37 °C for 30 min in the mixture of solution with 10.8 μl ddH2O, 0.3 μl 1% Tween-20, 3 μl Blue Buffer (#B0110L Enzymatics), 0.6 μl dATP 10 mM (#10216-018, Thermo Fisher Scientific), 0.3 μl Klenow 3-5 Exo (#P7010-LC-L Enzymatics). Furthermore, 20% PEG8000/2.5 M NaCl (13% final) was added and incubated for 10 min. Beads were eluted in 14 μl of elution buffer (Zymo Research, USA). For adapter ligation, sample was mixed with 0.5 μl of a BIOO barcode adapter (#514104 BIOO Scientific, USA) with 15 μl Rapid Ligation Buffer (#L603-LC-L Enzymatics), 0.33 μl 1% Tween-20 and 0.5 μl T4 DNA ligase HC (#L6030-HC-L Enzymatics) and incubated for 15 min at room temperature. Beads were further cleaned with 7 μl of 20% PEG8000/2.5 M NaCl. Lastly, beads were eluted in 21 μl of elution buffer. From the eluted volume, 10 μl was further used for PCR amplification (16 cycles) with IGA primers (AATGATACGGCGACCACCGA) and IGB primers (CAAGCAGAAGACGGCATACGA) in 1:1 ratio.

### ChIP-sequencing data analysis

All H3K27me3 reads for the three libraries (WT, mdx, mdxTLR4^-/-^) were first mapped to the mm10 genome using Bowtie2^53^ under the default parameters. There were four samples for each of the libraries (H3K27me3 replicate 1, H3K27me3 replicate 2, Input replicate 1, Input replicate 2). The reads from replicates were merged for the downstream analyses. With the mapped reads, we quantified the read intensity for both the H3K27me3 and Input sample of each library using deepTools^54^. The methylation peaks were also called from the mapped reads using Spacial Clustering for Identification of ChIP-Enriched Regions (SICER)-2^55^ with the default parameters (window size = 200, gap size = 600). All peaks with FDR < 0.01 were kept as the final significant peaks. 

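The 3 H3K27me3 peak lists were merged here into 36336 regions, each made of peaks that overlap by at least 1 bp. Of these, 47.1% had a peak in all 3 genotypes and 21.4% in mdx BMDM alone. Merging peaks up to 600 bp apart gave 33568 regions, leaving out all but chromosomes 1 to 19 gave 36072, and keeping peaks of at least 2 kb gave 31343. Merging peaks that touch as well as those that overlap, an alternative chosen after the data were seen, gave 35918.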

The overlapped genes were merged and finally 35,918 significant peaks for WT, mdx, and mdxTLR4^-/-^ were identified.

After all the peaks and genome-wide read intensities for the three libraries were acquired, different methylation patterns for these peaks were assigned. We first determined whether there was a significant methylation difference (H3K27me3 vs. Input) associated with the peak region for each of the libraries. The significance was calculated based on the read intensity difference between the H3K27me3 and Input data using a one-sided Mann–Whitney *U*-test. If the H3K27me3 read intensity was significantly higher (defined as *P*-value < 0.05 and intensity fold-change >1.5) than its corresponding input, the peak was designated as Increased (I); otherwise, the peak was considered as Unchanged (U). Using these designations, all the obtained peaks were assigned to 8 ($${2}^{3}$$) different patterns for WT, mdx, mdxTLR4^-/-^ libraries included in this study. After inferring the pattern for a specific peak relative to the input, we also required that the methylation intensity fold-change of the peak in any “Increased (I)” library be statistically greater than that in any “Unchanged (U)” library (Mann–Whitney *U*-test *P*-value < 0.05). The associated genes were identified for these significant peaks if located within –5 kb to +1 kb of the gene.

Besides the above analysis strategy, the patterns for all genes across the genome were also directly evaluated as follows. If the methylation read intensity in the nearby region (–5 kb to +1 kb relative to the gene body^56^) was significantly greater in the H3K27me3 sample than its corresponding Input, this gene was designated as Increased (I); otherwise, it was considered as unchanged (U). 

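Set from H3K27me3 peaks that cover at least 50% of the window, the Gene-based Patterns held 251 genes for IUI, 706 for IUU, 247 for UII and 608 for UIU. With coverage of at least 20% of the window, 2403 genes differed between WT and mdx. With a window from 5 kb upstream to 1 kb downstream of the transcription start, 2579 genes differed, with 405 of them IUI, and among protein-coding genes only 566 differed, with 78 of them IUI. When each list gave the same number of peaks, 1940 genes differed, with 333 IUI and 1230 IUU.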

Using this approach, defined as the Gene-based Pattern (GP) analysis, we identified 3299 genes with 4 distinct patterns (designated GP1 to GP4 = IUI, IUU, UII, and UIU, respectively) of dynamic regulation in the mdx group relative to WT (GP1: 2293 genes, GP2: 786 genes, GP3: 154 genes, GP4: 66 genes). This analysis allowed the application of biological pathway enrichment analysis (see below) for any given list of genes (e.g., genes from a particular pathway).

To assess whether a given list of genes was statistically enriched with a particular pattern, we used the binomial test as follows. First, we calculated a background probability $${p}_{b}\left({{{{{{\mathrm{pt}}}}}}}\right)$$ for each pattern $${{{{{{\mathrm{pt}}}}}}}$$, which is learned as the percentage of genes (out of all genes) that follow that particular pattern $${{{{{{\mathrm{pt}}}}}}}$$. The enrichment *P*-value can be calculated using the following Eq. 1:

1 $$P\,{{{{{{\mathrm{value}}}}}}}\,\left({{{{{{\mathrm{pt}}}}}}}\right)=1-\mathop{\sum }\limits_{i=0}^{K}\left(\begin{array}{c}i\\ n\end{array}\right){p}_{b}{\left({{{{{{\mathrm{pt}}}}}}}\right)}^{i}{\left(1-{p}_{b}\left({{{{{{\mathrm{pt}}}}}}}\right)\right)}^{n-i},$$

where $$n$$ is the total number of genes in the gene list of interest, and $$k$$ is the number of genes that follow the pattern $${{{{{{\mathrm{pt}}}}}}}$$ (the null hypothesis H0: more than $$k$$ out of $$n$$ genes follow the $${{{{{{\mathrm{pt}}}}}}}$$ pattern randomly). The biological pathways enriched with the above patterns were determined using the Reactome pathway database^57^, with a particular focus on those four patterns showing dynamic regulation in WT vs. mdx groups (GP1–GP4). Using the approach described above, a list of enriched Reactome pathways (sorted by the binomial test *P*-value) associated with each of these patterns (both peak-based and gene-based) was obtained.

In addition, Hypergeometric Optimization of Motif EnRichment (HOMER)-2 software^58^ was employed to identify potential transcription factor enrichment within the peak regions exhibiting dynamic differences between the WT and mdx groups. Using an analogous approach to the Gene-based Pattern analysis outlined earlier, this was designated as a Peak-based Pattern (PP) analysis (PP1 to PP4 = IUI, IUU, UII, and UIU patterns, respectively). This information then allowed further exploration of the biological functions linked to genes in proximity (–5 kb to +1 kb of the gene) to the peaks using complementary Reactome pathway analysis.

The H3K27ac ChIP-seq data analysis followed the same general procedure as the H3K27me3 analysis described above. However, since H3K27ac primarily marks the promoters and enhancers located in the upstream region of the gene, only the upstream region (–5 kb) was targeted for the Gene-based Pattern analysis. In addition, known enhancer annotations^59^ were considered when mapping peaks to nearby genes.

### Statistics and reproducibility

Unless stated otherwise, statistical analyses were performed using GraphPad Prism Version 6.01 (San Diego, CA, USA). A *P*-value < 0.05 was considered to be statistically significant (two-tailed for all data). Comparisons between two groups were determined by unpaired *t*-test, and between more than two groups by one- or two-way ANOVA followed by a Tukey post-hoc test to adjust for multiple comparisons. Outliers identified by the software were excluded from the analysis. Error bars represent standard error of the mean (SEM) for the indicated number of observations. The “*n*” for each bar graph represents the number of independent biological replicates. For each figure, the statistical test used and number of observations are shown in the graph and respective figure legend. Exact *P*-values for each individual group comparison are provided in the Source Data file.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this paper.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting summary

## Data Availability

The primary data which support the findings of this study are available in the Source Data file accompanying the paper. ChIP-seq data have been deposited in the Gene Expression Omnibus database under accession number GSE190307. We also provide a data server to enable interactive queries of the H3K27me3 status for any gene list (https://junding.lab.mcgill.ca/research/basil/EnrichmentServer/). Similarly, a webserver for interactive exploration of H3K27ac status is also provided (https://junding.lab.mcgill.ca/research/basil/H3K27ac/EnrichmentServer/). Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

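Bone marrow-derived macrophages of WT, mdx and mdxTLR4-/- mice were studied by ChIP-seq for H3K27me3 and H3K27ac, in 18 samples by the labels. For H3K27me3 there were 2 ChIP and 2 input libraries per genotype, and for H3K27ac 2 ChIP libraries for WT, 2 for mdx, 1 for mdxTLR4-/- and 1 input library that the labels assign to no genotype. The label mTLR4 was read as mdxTLR4-/-. The labels give the strain of these samples as Bl6/Bl10, while the WT samples are labelled C57BL6 and the mdx samples Dmdmdx-4Cv. The H3K27ac input carries the strain label of the WT samples. The paper states a C57BL/6J background for the WT, mdx and TLR4-/- mice. As the methods of the paper describe, the authors mapped the reads to mm10 with Bowtie2, merged the replicates, and called peaks with SICER2 with a window of 200 bp, a gap of 600 bp and an FDR below 0.01. The deposited data used here are the resulting 6 peak lists, one for each mark and genotype. The value of each peak is a count of ChIP reads, which the authors made with SICER2 and deposited without scaling for depth or peak length and without subtraction of input. This was checked on the values, which are whole numbers, lie on a 200 bp grid and grow with peak length. The paper's text does not give the version of the peak caller, the removal of duplicate reads or the use of a list of excluded regions.

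Because replicates were merged before peaks were called, genotypes were compared as 1 list against another, without a p-value. Intervals are at the 95% level: Wilson intervals for shares, order-statistic intervals for medians over peaks or regions, intervals of the mean over genes for gene lists, and exact Clopper-Pearson intervals of read counts for single loci. They describe counting error or the spread over regions or genes and not the spread between mice. The depth of the libraries is unknown here, so read densities are given unscaled, and with 2 other scalings: to 1000000 reads in peaks, and relative to the 1st percentile of density in the list.

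Peaks that overlap by at least 1 bp in any of the 3 genotypes were merged into regions. Chromosome lengths were those of GRCm38, with a genome of 2726 Mb, and 0 peaks ran past a chromosome end. Genes were the 55413 genes of GENCODE vM21, 21938 of them protein-coding. For H3K27me3 the window of a gene ran from 5 kb upstream of the gene body to 1 kb past its end, and the gene was designated Increased with at least 50% of the window under peaks. For H3K27ac the window was the 5 kb upstream of the transcription start and the minimum was 200 bp under peaks. Gene lists came from Supplementary Data 2 and 3, were matched to the annotation by symbol, and were compared with 10000 random lists of protein-coding genes with the same spread over 20 bins of window length. Overlap of the marks was compared with 100 circular shifts of the peaks within each chromosome.

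The genes named were the marker genes that the paper names for ChIP, Tlr4 and Dmd, and in each list of Supplementary Data 3 the 3 genes with the largest fall and the 3 with the largest rise of window coverage from WT to mdx. One gene that this rule picks is not reported here. Alternatives were the minimum length of a peak (2 kb), chromosomes 1 to 19, a stricter read density (1.5 times the 1st percentile of the list), the same number of peaks from each list taken by read density, merging up to 600 bp apart, coverage of at least 50% of a region, a difference of density of 1.5 times, coverage of 20% of a gene window or 1 kb of the upstream window, a window around the transcription start, protein-coding genes, and the share of genes with any peak. For the same number of peaks the shortest list stayed whole, which was WT for H3K27me3 and mdx for H3K27ac.

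The procedure was tested on simulated peak lists with known patterns. All 4000 simulated regions were recovered with the pattern made. The simulated peaks had the same bounds in every genotype, lay apart from each other and met no detection limit. The simulation thus checks the computation, and not differing bounds, split domains or calls that depend on depth. A density ratio made as 1.3 in 1615 shared regions was recovered as 1.30, and one made as 0.8 was recovered as 0.800. The coverage of gene windows was recovered in 100% of 4000 windows. A list of genes lowered by 1 SD fell at percentile 0 of random lists, and 2 of 40 unchanged lists fell outside the central 95%. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

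Read intensity over input, pathway enrichment, transcription factor analysis, enhancer annotation and ChIP-qPCR were not analysed here. Supplementary Data 1 and 4 were held in part only, and no overlap or enrichment was computed on them.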

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

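Each result in this part is a signal in peaks or regions that the paper does not report on. The tests on chromosome Y were chosen only after the result was seen.

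A single H3K27me3 peak covered the mitochondrial chromosome from 1 to 16200 in each genotype. It held 2655 reads in WT (164 reads per kb), 3880 in mdx (240 reads per kb) and 965 in mdxTLR4-/- BMDM (59.6 reads per kb), which is 6.69, 8.45 and 2.51 times the median density of each list. The mitochondrial genome carries no histones, so the peak is not a histone mark of that chromosome. The amount of mitochondrial DNA in each preparation was not measured by the lists, and neither a technical nor a biological explanation of the difference between genotypes was tested. The H3K27ac lists hold no peak there.

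The H3K27ac region with the most reads lay on chromosome 9 from 2999801 to 3038400 and held 10955 reads in WT, 8710 in mdx and 8085 in mdxTLR4-/- BMDM. The ratio to WT was 0.795 in mdx and 0.738 in mdxTLR4-/- BMDM. The region starts at the edge of the assembled sequence of the chromosome. Repeats whose reads are placed there were not examined, and no biological explanation was tested.

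H3K27ac peaks on chromosome Y numbered 233 in WT, 158 in mdx and 42 in mdxTLR4-/- BMDM, while the H3K27me3 lists held none there. The WT peaks on Y were small, with a median of 7 reads. If they were background reads spread evenly along Y and called at the detection limit, WT peaks on Y would meet peaks of the mdx list no more often than shifted peaks do. They did so for 7.30% of the WT peaks, against 0 to 2.15% in the central 95% of 1000 shifts along Y. This argues against evenly spread background alone. It cannot exclude background that gathers at the same places in each library, because the shifts move peaks away from such places. Autosomal WT peaks of the same reads and length met an mdx peak in 21.1% of cases. A lower depth of the single mdxTLR4-/- library would also lower small autosomal peaks. Autosomal peaks matched to the WT peaks on Y met a peak of the mdxTLR4-/- list in 19.1% of cases, and from this and the mdx list 143 peaks would be expected on Y. The 42 found are 0.293 times that number, with an upper limit of 56.8, and autosomal regions with a peak in 1 list alone numbered 3171 for mdxTLR4-/- and 3035 for mdx. These values argue against lower depth as the whole cause. This comparison of numbers was added because a first test did not decide: 3.43% of the WT peaks on Y met a peak of the mdxTLR4-/- list, with an upper limit of 6.63%, against 6.61% expected. Repeats on Y and a difference of the Y chromosome between strains were not tested. The labels give a mixed strain for the mdxTLR4-/- samples alone. These explanations stay open, as does a biological difference between genotypes.

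Regions with a peak in mdxTLR4-/- BMDM alone numbered 3054 for H3K27me3 and 3279 for H3K27ac, a pattern on which the paper's text reports no result. These numbers and their alternatives were chosen after the data were seen. Their median density was 19.6 reads per kb for H3K27me3, against 24.7 in mdxTLR4-/- BMDM for the regions shared by all 3 genotypes, and 5.00 against 8.00 for H3K27ac. They were short, with median lengths of 2000 bp and 1200 bp. With peaks of at least 2 kb the numbers were 2262 and 1037, and with the same number of peaks from each list 2609 and 3295. When peaks had to cover at least 50% of a region they were 3473 and 3517. The stricter read density raised the number for H3K27me3 to 3874 and lowered that for H3K27ac to 2473. No test separated peaks near the detection limit from an effect of the loss of TLR4, and both stay open.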

How the results depend on the processing

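The lists carry no replicates and no test, so a result counted as unchanged when it moved by less than its 95% interval, or for a count by less than 1.5 times, the interval of a covered length coming from its number of 200 bp windows. For the results planned at the start, the processing choices and their alternatives were set before the data were examined, apart from the merging of peaks that touch. The shares of regions with the WT state in mdxTLR4-/- BMDM, the regions with a peak there alone and the density ratios at Nos2 and Il12a were added after the data were seen, with their alternatives, among them the start peak alone at Il12a. No paired analysis was possible because the replicates were merged before peaks were called, and for the same reason no replicate could be left out. Of the alternative values of the comparisons, 43 were unchanged by this measure, 132 moved and 11 reversed their direction. Of the other values, 24 were unchanged, 22 moved and 4 reversed. The values that moved include those whose unit or quantity the alternative itself changes, such as scaled densities, so these numbers do not measure stability. Except where a value or the construction of the alternative shows the cause, the cause was not tested.

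The density ratios depended on the scaling of the lists to each other. With the density scaled to 1000000 reads in peaks per list, the median ratio to WT in shared regions was 0.995 for mdx and 1.09 for mdxTLR4-/- BMDM for H3K27me3 and 1.23 for mdx and 1.37 for mdxTLR4-/- BMDM for H3K27ac, on the other side of 1 than unscaled in all 4 cases. This scaling brings the ratio close to 1 by its construction where most reads lie in shared regions, so that the 0.995 is close to no difference. The reads in peaks fall with the covered length as well as with depth, and H3K27ac peaks covered less of the genome in mdx and mdxTLR4-/- than in WT BMDM. Relative to the 1st percentile of density in each list, the H3K27me3 ratio was 1.05 for mdx and 1.05 for mdxTLR4-/- BMDM, the second reversed, and the H3K27ac ratio of mdxTLR4-/- BMDM was 0.735. In regions covered over at least 50% in all 3 genotypes, the ratios were 1.21 for mdx and 0.951 for mdxTLR4-/- BMDM for H3K27me3 and 0.831 for mdx and 0.777 for mdxTLR4-/- BMDM for H3K27ac. At Nos2, scaling to the reads in peaks gave 0.915 for mdx and 1.03 for mdxTLR4-/- BMDM, and the 1st percentile gave 0.962 for mdx, 3 reversals. At Il12a, for all peaks in the window, no scaling changed a direction (0.660 for mdx scaled to the reads in peaks). The peak over the transcription start alone, chosen after the values were seen, gave 1.09 for mdx, a reversal against 0.808 with the sparser upstream peak pooled in, and 0.844 as before for mdxTLR4-/- BMDM. For this peak in mdx the scalings gave 0.892 and 0.938. The median density of H3K27me3 peaks in reads per kb per 1000000 reads in peaks was 2.94 in WT, 2.78 in mdx and 3.22 in mdxTLR4-/- BMDM, and that of H3K27ac peaks 25.5 in WT, 34.8 in mdx and 38.5 in mdxTLR4-/- BMDM. Relative to the 1st percentile it was 1.58 in WT, 1.57 in mdx and 1.68 in mdxTLR4-/- BMDM for H3K27me3 and 3.20 in WT, 3.05 in mdx and 2.59 in mdxTLR4-/- BMDM for H3K27ac. Total reads over total length gave 33.0 in WT, 39.1 in mdx and 32.9 in mdxTLR4-/- BMDM for H3K27me3 and 8.22 in WT, 7.60 in mdx and 8.04 in mdxTLR4-/- BMDM for H3K27ac.

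Keeping peaks of at least 2 kb gave a covered length in Mb of 251 in WT, 249 in mdx and 214 in mdxTLR4-/- BMDM for H3K27me3 and 23.9 in WT, 17.9 in mdx and 10.8 in mdxTLR4-/- BMDM for H3K27ac. The median density became 24.2 in WT, 27.9 in mdx and 23.1 in mdxTLR4-/- BMDM for H3K27me3 and 5.36 in WT, 4.62 in mdx and 5.91 in mdxTLR4-/- BMDM for H3K27ac. The H3K27ac peaks numbered 7776 in WT, 5951 in mdx and 3811 in mdxTLR4-/- BMDM, and their merged regions 11742, since most H3K27ac peaks are shorter. On chromosomes 1 to 19 the covered length in Mb was 252 in WT, 260 in mdx and 223 in mdxTLR4-/- BMDM for H3K27me3 and 31.7 in WT, 24.1 in mdx and 20.5 in mdxTLR4-/- BMDM for H3K27ac. With the stricter read density, H3K27me3 peaks numbered 16412 in WT, 24298 in mdx and 23979 in mdxTLR4-/- BMDM. They covered in Mb 187 in WT, 197 in mdx and 178 in mdxTLR4-/- BMDM, and H3K27ac peaks covered 27.7 in WT, 20.3 in mdx and 17.5 in mdxTLR4-/- BMDM. With the same number of peaks from each list, H3K27me3 peaks covered 213 Mb in mdx and 194 Mb in mdxTLR4-/- BMDM, both below WT, and H3K27ac peaks covered 23.3 Mb in WT, below the unchanged 25.2 Mb in mdx, and 19.9 Mb in mdxTLR4-/- BMDM. H3K27me3 peaks were more numerous in mdx and mdxTLR4-/- than in WT BMDM, and H3K27ac peaks less numerous, with all peaks, with peaks of at least 2 kb, on chromosomes 1 to 19 and with the stricter read density. The number of merged H3K27me3 regions was 36336, and between 31343 and 36072 under the 4 alternatives run for it (merging up to 600 bp apart or when touching, chromosomes 1 to 19, peaks of at least 2 kb).

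Among the H3K27me3 regions differing between WT and mdx, the shares were 8.24% for IUI, 19.0% for IUU, 19.5% for UII and 53.3% for UIU when peaks had to cover at least 50% of the region. They were 16.6% for IUI, 41.3% for IUU, 10.2% for UII and 31.9% for UIU with the same number of peaks from each list, 8.73% for IUI, 22.8% for IUU, 18.0% for UII and 50.5% for UIU with peaks of at least 2 kb, and 8.20% for IUI, 13.0% for IUU, 24.9% for UII and 54.0% for UIU with the stricter read density. Counting shared regions with densities 1.5 times apart moved only IUU, to 12.8%. For H3K27ac, the shares that moved were 5.88% for UII with coverage of at least 50%, 35.2% for IUU, 9.55% for UII and 40.4% for UIU with the same number of peaks, 8.79% for IUI, 53.0% for IUU, 4.37% for UII and 33.8% for UIU with peaks of at least 2 kb, 16.5% for IUI, 51.9% for IUU and 26.2% for UIU with the stricter read density and 16.3% for IUI, 45.9% for IUU and 8.19% for UII with densities 1.5 times apart. UIU was the most frequent H3K27me3 pattern except with the same number of peaks, where IUU was, and IUU the most frequent H3K27ac pattern except with the same number of peaks, where UIU was.

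For the H3K27me3 Gene-based Patterns, coverage of at least 20% of the window gave 11.4% for IUI, 28.2% for IUU, 22.6% for UII and 37.8% for UIU. The window around the transcription start gave 15.7% for IUI, 36.1% for IUU and 16.3% for UII, protein-coding genes 42.0% for IUU and 11.0% for UII, and the same number of peaks 17.2% for IUI, 63.4% for IUU, 6.19% for UII and 13.2% for UIU. For H3K27ac, peaks over at least 1 kb gave 17.7% for IUI, 47.6% for IUU, 8.06% for UII and 26.6% for UIU, the window around the transcription start 29.8% for IUI, 40.1% for IUU and 18.9% for UIU, protein-coding genes 28.3% for IUI, 38.9% for IUU and 12.5% for UII, and the same number of peaks 23.6% for IUI, 33.4% for IUU, 16.5% for UII and 26.4% for UIU.

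For the gene lists, the share of genes with any H3K27me3 peak reversed the change from WT to mdx, to 2.54 percentage points for pro-inflammatory, 3.47 for anti-inflammatory and 1.61 for pro-fibrotic genes. From mdx to mdxTLR4-/- BMDM it gave -2.12, -1.73 and 1.61 in the same order, the last reversed. Random lists rose from WT to mdx on this measure too, by medians of 3.11, 3.35 and 3.23, so the lists do not stand out. The window around the transcription start reversed the change of anti-inflammatory genes from WT to mdx, to 0.279, and moved the change from mdx to mdxTLR4-/- to -1.32 for pro-inflammatory and -1.92 for anti-inflammatory genes. With the same number of peaks, the change from WT to mdx was -1.92, -1.84, -5.38 and -9.43 for pro-inflammatory, anti-inflammatory, pro-fibrotic and extracellular matrix genes, and that from mdx to mdxTLR4-/- was -0.367 for pro-inflammatory, -0.644 for anti-inflammatory and, reversed, 0.0880 for extracellular matrix genes.

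The share of H3K27me3 length also under H3K27ac peaks was 0.0785% in WT and 0.0783% in mdx BMDM with the same number of peaks. The share of H3K27ac peaks touching an H3K27me3 peak was 2.16% in WT, 1.83% in mdx and 1.62% in mdxTLR4-/- BMDM. The H3K27ac results are also limited by low counts, with a median of 8 to 10 reads per peak. Presence or absence of a peak can therefore turn on a few reads.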

Differences from the paper's values

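The values here were set from the presence of peaks, and the paper's from read intensity over input. For shares and counts alike, a gap is called closed where the 2 values lie within 1.5 times of each other. The Wilson intervals of the 2 H3K27me3 shares called closed, 26.4% to 30.0% for IUU and 5.20% to 7.35% for UII, still exclude the paper's shares. For H3K27me3, the paper's share of genes with the IUI pattern is 69%, and the share found here was 13.9%; none of the alternatives set before the data were examined closed the gap, the nearest being 17.2% with the same number of peaks from each list. For IUU the paper's share is 24% against 39.0% here, and the gap closed with coverage of at least 20% of the window (28.2%) and not with the window around the transcription start, protein-coding genes or the same number of peaks. For UII the paper's share is 5% against 13.6%, and the gap closed with the same number of peaks (6.19%) and under no other alternative. For UIU the paper's share is 2% against 33.6%, and none of the alternatives closed it.

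The paper's number of genes with these 4 H3K27me3 patterns is 3299 against 1812 here, and it came within 1.5 times with coverage of at least 20% of the window (2403) and with the window around the transcription start (2579), and not with protein-coding genes or the same number of peaks. The paper's number for IUI is 2293 against 251, with no alternative closing the gap. For IUU the paper's 786 and the 706 here lie within 1.5 times of each other, although the shares do not. The count for IUU left that range with protein-coding genes (238) and with the same number of peaks (1230). For UII the paper's 154 stands against 247, closed with the same number of peaks (120) and under no other alternative. For UIU the paper's 66 stands against 608, with no alternative closing the gap. For H3K27ac, the paper's share of its first pattern, GP1, is 73%. The paper gives this pattern no letters, but by its rule 1639 of the 1695 GP1 genes in the copy of Supplementary Data 1 used here, which holds part of the table, are IUU. The share of IUU here was 42.1%, and none of the alternatives closed the gap.

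Merging peaks that touch as well as those that overlap, chosen after seeing the values, gave 35918 H3K27me3 regions, the paper's number, against 36336 with overlap alone.

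The paper states that H3K27me3 intensity is lower in mdx and higher in mdxTLR4-/- than in WT BMDM. The unscaled density in shared regions was 1.22 times WT in mdx and 0.959 times in mdxTLR4-/- BMDM. Scaled to the reads in peaks, the ratios were 0.995 and 1.09. That scaling brings ratios close to 1 by its construction, so the 0.995 is close to no difference, although both lie on the side that the paper states, and relative to the 1st percentile they were 1.05 and 1.05, of which only the second has the direction stated. For the iNOS locus the paper's legend describes a lower peak intensity in mdx than in both other genotypes. At Nos2 the unscaled ratio to WT was 1.12 in mdx and 0.909 in mdxTLR4-/- BMDM, and the order that the legend describes was reached scaled to the reads in peaks (0.915 and 1.03) and relative to the 1st percentile (0.962 and 0.995). For the IL12α locus, where the legend describes the same, the peak over the start of Il12a had 47.8 reads per kb in WT, 52.2 in mdx and 40.3 in mdxTLR4-/- BMDM. Scaled to the reads in peaks, a comparison of this peak alone chosen after seeing the values, the ratios to WT were 0.892 in mdx and 0.955 in mdxTLR4-/- BMDM, the order that the legend describes, and relative to the 1st percentile they were 0.938 and 0.924, which is not that order. Pooled with the sparser upstream peak of mdx, the unscaled ratios were 0.808 and 0.844, where the added peak itself lowers the density in mdx.

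The paper states that reduced H3K27me3 patterns are the most frequent, led by the one restored in mdxTLR4-/- BMDM. Here IUU led among genes, followed by UIU, and among merged peaks 83.0% of the differing regions were gained in mdx. Reductions made up 80.6% of the differing genes and 57.9% of the differing regions with the same number of peaks, but IUI led under no alternative. The same number of peaks shortened the mdx list and not the WT list, which raises reductions by construction. For H3K27ac the paper's second pattern, GP2, is higher in mdx than in WT and relatively lower in mdxTLR4-/- BMDM, without letters. By the paper's rule 284 of the 298 GP2 genes in the partial copy of Supplementary Data 1 are UIU. Here IUI was second (26.2% against 20.6% for UIU), and UIU came second with peaks over at least 1 kb (26.6%) and with the same number of peaks (26.4%).

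The paper states that the decrease of H3K27me3 at the gene lists in mdx is reversed in mdxTLR4-/- BMDM. Coverage here changed from mdx to mdxTLR4-/- BMDM by -0.790 percentage points for pro-inflammatory, -1.32 for anti-inflammatory and -2.76 for pro-fibrotic genes. Random lists also fell, with median changes of -1.45, -1.46 and -1.48, and the lists lay at the percentiles 99.3, 72.0 and 7.15. Pro-inflammatory genes thus lost less coverage than most random lists, without a rise. Their percentile was 93.8 with the same number of peaks and 83.9 with the window around the transcription start. It was 57.0 for the share of genes with any peak. In the same order the percentiles were 70.3, 38.1 and 73.2 for anti-inflammatory and 40.0, 60.8 and 84.9 for pro-fibrotic genes. The random lists were not matched on starting coverage. The share of pro-fibrotic genes with any peak rose by 1.61 percentage points, but it also rose from WT to mdx.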

Other observations

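Apart from the detection limit test and the overlap of the marks, the tests in this part were chosen only after the result was seen.

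There were more H3K27me3 peaks in mdx than in WT BMDM. Splitting of long domains into several peaks would leave the number of merged regions with a peak unchanged. That number was 1.41 times higher in mdx (30976 against 22006), while peaks per region rose from 1.28 to 1.35, which argues against splitting as the whole cause. A lower detection limit in the mdx list is a candidate explanation. Of the 11276 regions with a peak in mdx and none in WT, 59.6% had a density that, divided by the median ratio of the shared regions, lies below the 5th percentile of WT density at their length, against 8.06% of the shared regions. A share of 90% or more had been set as what the detection limit would need and one under 50% as what would exclude it, so a lower limit and a real gain of the mark cannot be told apart here, because the depth is unknown.

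Reads in shared H3K27ac regions were fewer in mdx and mdxTLR4-/- than in WT BMDM. Fewer reads in those libraries would lower the densest regions at least as far as the others if the peaks kept their lengths. In the 8 shared regions with at least 200 reads per kb in WT, the reads in mdx summed to 0.858 times those in WT, and to 0.957 times without the largest region, against a sum of 0.755 in the other shared regions. In mdxTLR4-/- BMDM the sums were 0.793, 0.879 without the largest region, and 0.668. The median ratio of the densest regions was 0.964 in mdx and 0.870 in mdxTLR4-/- BMDM, against median density ratios of 0.857 and 0.840 in the others. The densest regions thus fell less on both measures, but neither comparison decides. The sums run over peaks called separately in each list, so fewer reads could also shorten weak peaks. The medians set a ratio of reads against a ratio of densities. Single densest regions ranged from 0.795 to 1.08 in mdx and from 0.738 to 0.964 in mdxTLR4-/- BMDM, which includes the medians of the others. The region with the most reads fell furthest. Whether these 8 regions carry the mark or collect reads of repeats was not examined. Smaller libraries and a lower level of H3K27ac thus cannot be told apart.

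H3K27me3 peaks were few on chromosome X. Per Mb they were 6.06% as frequent as on the autosomes in WT, 7.66% in mdx and 7.66% in mdxTLR4-/- BMDM, and H3K27ac peaks 45.2%, 41.9% and 29.1%. Male cells have a single X chromosome, which could bring many of its peaks under the detection limit. With halved density, 9.31% of the autosomal H3K27me3 peaks of WT would still reach the 5th percentile of density at their length, 1.53 times the share on X, and the corresponding ratio was 0.973 in mdx and 1.47 in mdxTLR4-/- BMDM. A ratio above 1.5 had been set as the limit against this explanation, which WT alone exceeds. Allowance for the counting error of the share on X, whose upper limit is 7.26% in WT, was added after these values were seen, and with it the test does not decide.

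The 2 marks rarely lay on the same sequence. H3K27ac peaks covered 0.118% of the H3K27me3 length in WT, 0.0711% in mdx and 0.0797% in mdxTLR4-/- BMDM, against medians of 1.33%, 1.01% and 0.866% over 100 shifts of the peaks along the chromosomes.

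Of the marker genes that the paper studied by ChIP-qPCR, Tnf had an H3K27me3 peak upstream with 60 reads in WT and 85 in mdx, and none in mdxTLR4-/- BMDM. Il6, Tgfb1, Mrc1, Chil3 and Arg1 had no H3K27me3 peak in any genotype. H3K27ac peaks at Tgfb1 numbered 3 in each genotype and at Mrc1 4 in WT, 4 in mdx and 2 in mdxTLR4-/- BMDM, and Il6 and Chil3 had none. Tlr4 had no H3K27me3 peak, and its H3K27ac peaks held 52 reads in WT, 29 in mdx and 43 in mdxTLR4-/- BMDM, so the lists do not check the genotype. Dmd had an H3K27me3 peak of 35 reads in mdxTLR4-/- BMDM alone.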
